# A eutherian-specific microRNA controls the translation of Satb2 in a model of cortical differentiation

**DOI:** 10.1016/j.stemcr.2021.04.020

**Published:** 2021-05-20

**Authors:** Manuella Martins, Silvia Galfrè, Marco Terrigno, Luca Pandolfini, Irene Appolloni, Keagan Dunville, Andrea Marranci, Milena Rizzo, Alberto Mercatanti, Laura Poliseno, Francesco Morandin, Marco Pietrosanto, Manuela Helmer-Citterich, Paolo Malatesta, Robert Vignali, Federico Cremisi

**Keywords:** cortex, microRNA, cortical layering, cell fate, developmental timing, post-transcriptional control, mammalian evolution, cell identity, *in vitro* corticogenesis, miR-catch, neural stem cells, corpus callosum, SATB2

## Abstract

Cerebral cortical development is controlled by key transcription factors that specify the neuronal identities in the different layers. The mechanisms controlling their expression in distinct cells are only partially known. We investigated the expression and stability of *Tbr1*, *Bcl11b*, *Fezf2*, *Satb2*, and *Cux1* mRNAs in single developing mouse cortical cells. We observe that *Satb2* mRNA appears much earlier than its protein and in a set of cells broader than expected, suggesting an initial inhibition of its translation, subsequently released during development. Mechanistically, *Satb2* 3′UTR modulates protein translation of GFP reporters during mouse corticogenesis. We select miR-541, a eutherian-specific miRNA, and miR-92a/b as the best candidates responsible for SATB2 inhibition, being strongly expressed in early and reduced in late progenitor cells. Their inactivation triggers robust and premature SATB2 translation in both mouse and human cortical cells. Our findings indicate RNA interference as a major mechanism in timing cortical cell identities.

## Highlights

• mRNAs for key transcription factors are differentially stable during corticogenesis
• miRNAs show a dynamic profile of expression in a model of mouse corticogenesis
• miR-541 and miR-92a/b bind *Satb2* 3′UTR and prevent SATB2 translation
• Antagonizing mir-541 and miR-92a/b anticipates SATB2 protein production

## Introduction

The mammalian neocortex consists of six cell layers (I–VI) generated by radial migration of neuroblasts following an inside-out mechanism (Greig et al., 2013). Glutamatergic projection neurons are formed after the generation of layer I neurons in two main neurogenetic waves: deep projection neurons (DPNs) of layers V–VI are generated first, followed by superficial projection neurons (SPNs) of the supra-granular layers II–III (Figure 1A). Generation of layer IV neurons follows the generation of DPNs and precedes SPNs formation. Proper regulation of this developmental process is crucial and its impairment results in various disorders such as brain malformations or psychiatric diseases (Sun and Hevner, 2014). The capability to generate distinct classes of neurons depends on the progenitor cell (PC) cycle state and neuron birth date (McConnell and Kaznowski, 1991). Epigenetic birthmarks may regulate the ability of PCs to establish neuron identity in the first hour following the last cell division (Telley et al., 2019). After this, the expression of a few cell identity transcription factors (CITFs) is necessary to impart distinct cell fates, with TBR1, BCL11B, FEZF2, SATB2, and CUX1 playing an important role among them (Alcamo et al., 2008; Cubelos et al., 2010; Hevner et al, 2001, 2003; Leone et al., 2015; Srinivasan et al., 2012). These factors may initially establish early mutual activating or repressive interactions; beyond this early phase, depending on the cell context and the timing of corticogenesis, some of these interactions may change and combinatorial action may ensue to refine terminal cell phenotype (Alcamo et al., 2008; Britanova et al., 2008; Chen et al., 2008; Harb et al., 2016; Jaitner et al., 2016; McKenna et al., 2015). A precise timing of expression of these and other factors is required to ensure appropriate differentiation of the neocortex. The exact mechanisms dictating the timely expression of CITFs in one given PC and its progeny is still under scrutiny.

**Figure 1:**
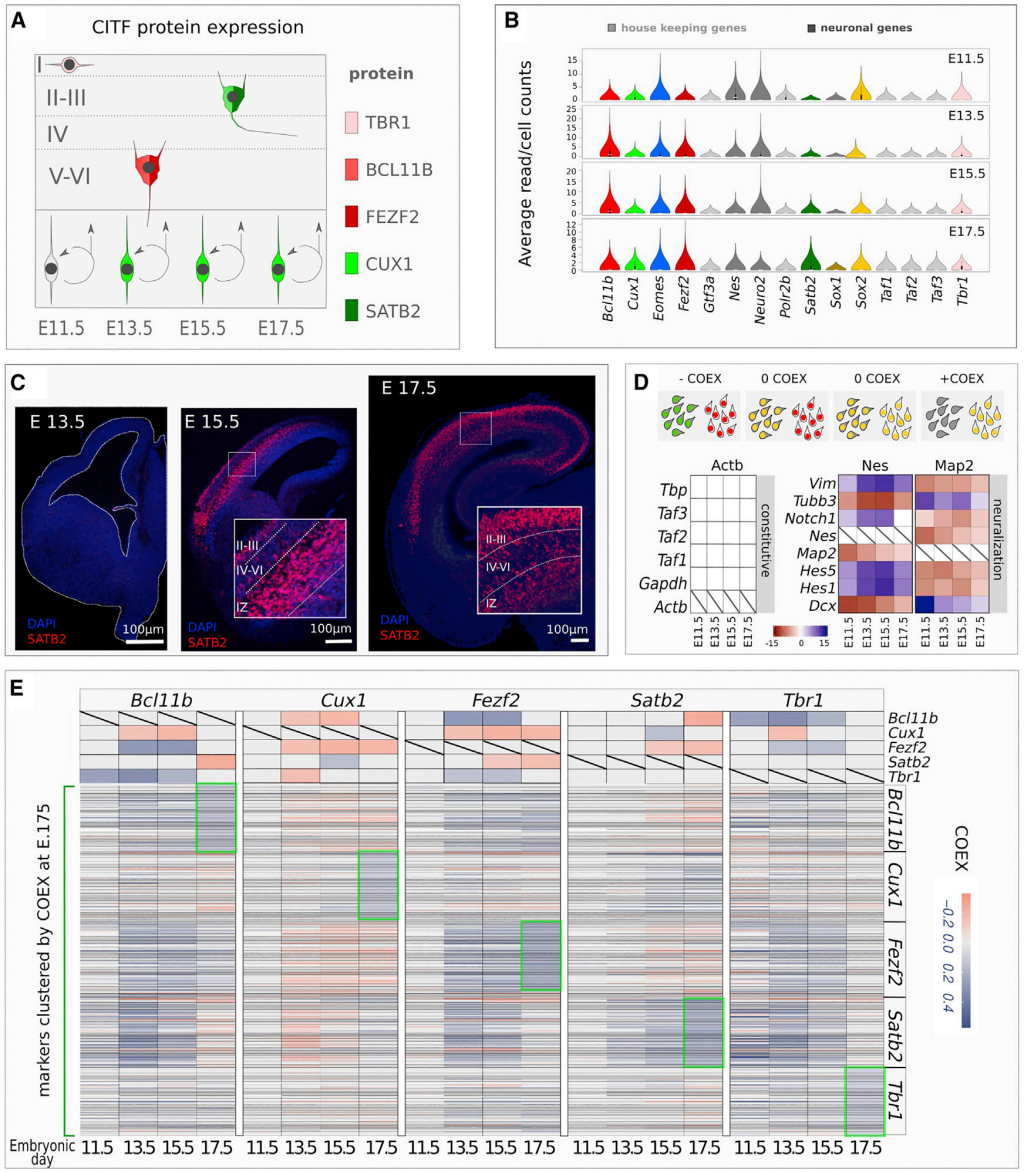
CITF expression analysis (A) Simplified outline of cortical layering. Layers are labeled by Roman numerals. (B) Violin plots show average raw counts/cell of indicated genes. Constitutive genes are in light gray. (C) Coronal sections of mouse embryonic brain showing SATB2 immunodetection at different embryonic (E) developmental times of corticogenesis. Roman numerals indicate cortical layers. IZ, intermediate zone. (D) Top schematic shows COTAN COEX relation to the pattern of expression of two genes (red and green) in single cell. Bottom shows COEX values of pairs of constitutive genes (left matrix) or neural differentiation markers (right matrix) at the different developmental times shown in labels. (E) COTAN COEX values of CITFs and of their most closely associated genes at E17.5. The top side of the matrix shows the COTAN COEX relation between pairs of CITFs. The bottom part of the matrix reports COTAN COEX values between distinct CITFs and the genes that are more highly co-expressed with each of them at E17.5 (green boxes).

The evolution of the mammalian cortex is characterized by the progressive thickening of the supra-granular cell layer(s) (Dehay et al., 2015; Dehay and Kennedy, 2007). A sudden evolutionary change during mammalian cortex evolution may be the heterochronic appearance of the cortical transcription factor SATB2 with respect to the corresponding mRNA. Indeed, it was recently shown that SATB2 protein expression is delayed in eutherians compared with metatherians, and such delay seems responsible for the development of the inter-hemispheric callosal connections generated from the supra-granular cells in eutherians (Paolino et al., 2020). After its evolutionary appearance, the continuous expansion of the corpus callosum (CC), and of the supra-granular cell layer it stems from, represents the distinguishing feature of the placental neocortex, including that of higher primates. Notably, in higher primates, SATB2 protein appearance is delayed over an extended period, possibly crucial for supra-granular cell layer expansion (Otani et al., 2016). In this aspect, the control of developmental timing of SATB2 during cortical neurogenesis may be of crucial importance. In this paper, we have first investigated the differential stability of mRNAs for key CITFs involved in mammalian corticogenesis, namely *Bcl11b*, *Cux1*, *Tbr1*, *Fezf2*, and *Satb2*, by exon/intron (E/I) stability analysis (EISA) (Gaidatzis et al., 2015). We find that among them only *Satb2* mRNA shows an increase in E/I ratio due to an improved stability and rate of its transcription. We then show that a post-transcriptional control is played by microRNAs (miRNAs) acting on *Satb2* 3′UTR. We isolated miRNAs that bind to this region and focus on miR-541, a new, eutherian-specific miRNA; we show that miR-541 delays, both *in vivo* and *in vitro*, SATB2 protein production with respect to *Satb2* mRNA transcription. We discuss the potential implications of miR-541 action in the scenario of cortical evolution.

## Results

### *Satb2* is co-transcribed with other CITFs in early cortical cells before its translation

Since DPNs and SPNs are sequentially generated in an inside-out fashion from embryonic day 11.5 (E11.5) to E17.5 in mouse (Figure 1A), we expect that the mRNA of CITFs is regulated in selected PCs in this time window. We tested this assumption by re-analyzing single-cell RNA sequencing (scRNA-seq) datasets of mouse cortex at E11.5, E13.5, E15.5, and E17.5, generated by droplet sequencing from dissociated whole embryonic cortices (average depth more than 50,000 reads/cell; transcriptomes from 2,000 cells at E11.5, E13.5, and E17.5; 5,000 cells at E15.5) (Yuzwa et al., 2017). We compared the average expression levels of the 5 CITFs (raw counts/cell) with those of constitutively expressed transcription factors (Figure 1B). The mRNA expression levels of all 5 CITFs are comparable with those of constitutive transcription factors since E11.5, indicating that these five mRNAs could have a biological relevance since very early stages of corticogenesis. However, we did not detect SATB2 translation before E15.5 (Figure 1C), although a dynamic pattern of *Satb2* transcriptional activation in the dorsal telencephalon starts from E11.5 (Tashiro et al., 2011). Although a minority of SATB2-positive cells were reported at E13.5 (Alcamo et al., 2008; Britanova et al., 2008), a reliable onset of SATB2 protein expression was not described earlier than E14 (Paolino et al., 2020), suggesting a post-transcriptional regulation of *Satb2* mRNA.

To get insights into the pattern of CITF transcriptional activation in specific cell subsets, we analyzed CITF co-expression in single cells by co-expression table analysis (COTAN) (Galfrè et al., 2020). COTAN can assess the co-expression of gene pairs in a cell and, by extending this analysis to all gene pairs in the whole transcriptome, can indicate the tendency of a gene to be constitutively expressed or expressed in a subset of differentiating/differentiated cells. Positive co-expression index (COEX) denotes co-expression of two genes, while negative COEX indicates disjoint expression; COEX near zero is expected if one or both are constitutive genes (Figure 1D, top) or when the statistical power is too low. Accordingly, our analysis gives COEX values close to zero for constitutive mRNA pairs (Figure 1D, left; Data S1). Conversely, high co-expression (positive COEX) is found for mRNA pairs of known molecular markers of neural PCs (*Nestin*, *Vimentin*, *Notch1*, *Hes1-5*) or post-mitotic cells and differentiating neurons (*Dcx*, *Tubb3*, *Map2*). Finally, negative COEX (disjoint expression) is detected between mRNA pairs of these two groups at all developmental stages (Figure 1D). All CITFs show reciprocal mRNA co-expression patterns consistent with their known protein expression pattern in different cell types, except *Satb2*, whose COEX with each of the other four CITFs at E11.5 and E13.5 is comparable with that of constitutive genes (compare Figures 1A and 1E, top).

We considered the genes most highly co-expressed with each CITF gene at E17.5 (Figure 1E bottom, Figure S1). At this stage, the final pattern of co-expression of each CITF gene with co-clustered markers (green boxes in Figure 1E) differs from the patterns at earlier stages (Figure 1E). This suggests that initial CITF gene expression is not cell layer specific, but cell-specific CITF gene expression is reached toward the end of layer formation.

COTAN Gene Differentiation Index (GDI) discerns between constitutive and non-constitutive genes by globally integrating COEX values (Galfrè et al., 2020) (Figure 2A). We used GDI analysis to infer the propensity of CITFs to be expressed in restricted cell subsets during corticogenesis. Notably, the global relation between GDI and mRNA levels (Figure 2B), and the global GDI distribution (Figure 2C), are comparable in the four analyzed stages. This observation supports the use of GDI analysis to evaluate whether an mRNA species changes its pattern of cell distribution during corticogenesis, and becomes restricted to a particular cell lineage/layer. Unlike constitutive genes such as *Actb*, CITFs showed marked GDI changes during corticogenesis (Figure 2D). *Tbr1* mRNA shows a peak at E11.5, consistent with early localized TBR1 protein expression in layer 1 neurons (Hevner et al., 2001). *Bcl11b* and *Fezf2*, followed by *Satb2* and *Cux1*, increase their GDIs until E15.5, paralleling their respective onset of protein expression (compare Figures 2D with 1A).

**Figure 2:**
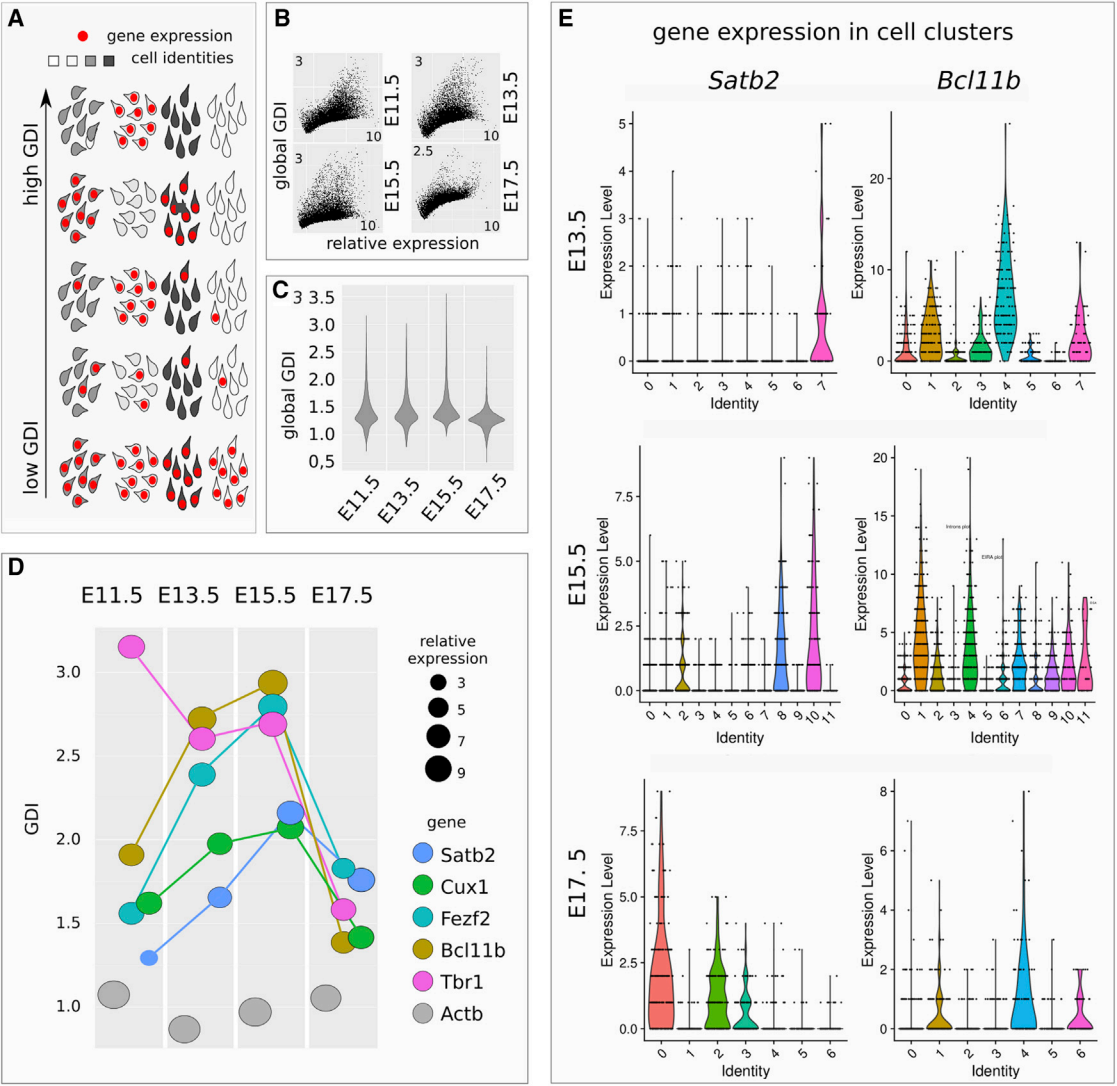
CITF transcription in distinct cell clusters (A) Schematic shows how GDI can indicate the degree of gene pair co-expression in cell populations with different cell identities. (B) Plots show GDI and gene mRNA expression levels at different developmental times. (C) Violin plots report global GDI distribution during corticogenesis. (D) Distinct CITFs show different GDI according to their translational onset. (E) Clustering of DIV13.5, DIV15.5, and DIV17.5; violin plots show count distribution for the indicated gene in cell clusters. Analysis was performed by R package Seurat 4.0.

The drop of GDI observed at E17.5 correlates with, and might be explained by, the increased heterogeneity of the cell types co-expressing different combinations of CITF proteins at the end of corticogenesis (Lodato and Arlotta, 2015), although it may also be due to post-transcriptional CITF regulation. Notably, *Satb2* displays the lowest GDI levels among CITFs at E11.5–13.5, when its protein is not yet detectable, suggesting that post-transcriptional control accounts, at least in part, for the subsequent restricted expression of SATB2 protein in SPNs. Finally, we used a conventional scRNA-seq data clustering (Figure 2E). The lack of a cell-type restricted distribution of *Satb2* mRNA at early stages is also suggested by its partial overlap with *Bcl11b* mRNA in E13.5 and E15.5 cell clusters, compared with E17.5 clusters.

### *Satb2* 3′UTR drives RNA-induced silencing complex-dependent translational inhibition in early cortical cells

We then took advantage of EISA (Gaidatzis et al., 2015; La Manno et al., 2018) to verify whether a time-dependent instability of *Satb2* mRNA could account for the inability to detect SATB2 protein at E13.5, when *Satb2* transcription is already robust and coincident with that of *Bcl11b*. EISA evaluates changes of stability of specific mRNAs during developmental processes, assuming that the intronic sequences are rapidly spliced and that their levels reflect the gene transcriptional rate (see schematic in Figure 3A, left). Because layer identity is assigned before neuron birth date (McConnell and Kaznowski, 1991; Telley et al., 2019), we analyzed RNA-seq datasets of PCs (Chui et al., 2020). We observed that *Satb2* E/I ratio significantly increases from E11.5 to E17.5, *Bcl11b* E/I increases from E11.5 to E13.5, and *Fezf2* E/I increases from E13.5 to E15.5, while the E/Is of the other CITFs and of *Actb* show no significant changes (Figure 3A, middle panel). Notably, *Satb2* E/I increase is paralleled by a dramatic increase of its transcription levels from E11.5 to E17.5 (Figure 3A, right), as measured by intron read abundance, making its E/I increase more relevant than that of *Bcl11b* and *Fezf2*. *Satb2* E/I fold change between E13.5 and E15.5 settles in the highest quartile of the E/I increase (Figure 3B and Data S2), suggesting high biological relevance and supporting a close relationship between the increase of *Satb2* mRNA stability and the onset of SATB2 translation. We thus focused our attention on *Satb2* post-transcriptional regulation.

**Figure 3:**
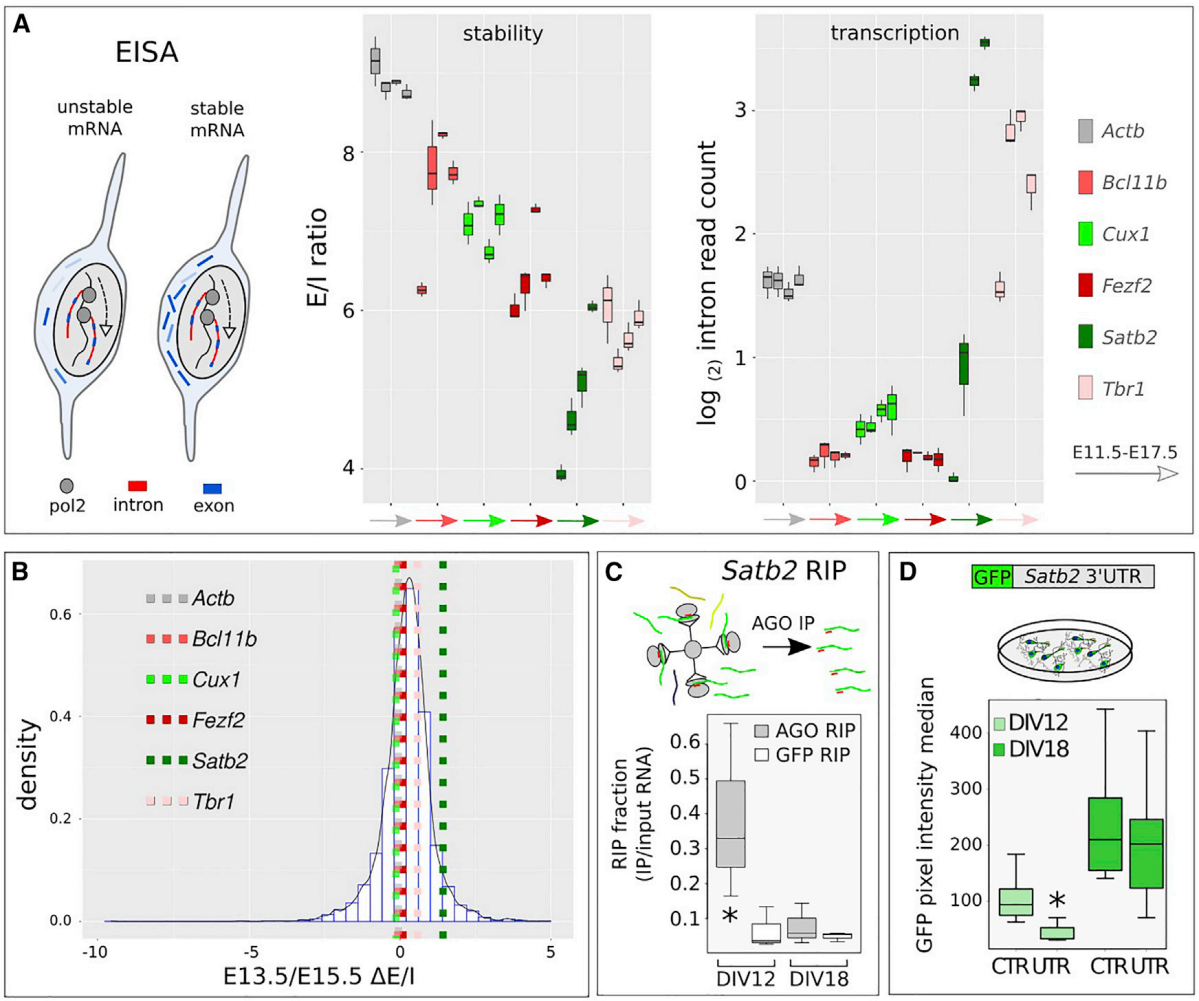
Cortical mRNA E/I analysis and *Satb2* translational inhibition (A) EISA of CITF mRNAs. Outline shows different ratios of exonic and intronic sequences in relation to mRNA stability as rationale at the basis of EISA. Box plots show the ratio of E/I read counts, and intron read counts, for distinct CITFs and *Actb* (constitutive control gene) in cortical progenitors at different *in vivo* embryonic times. (B) Density plot of E/I ratio fold change between E13.5 and E15.5. (C) qRT-PCR evaluation of Argonaute (AGO)-interacting *Satb2* mRNA. Values on y axis report the ratio of RT-PCR-detected, immunoprecipitated *Satb2* mRNA with respect to the input (AGO RIP). GFP RIP, control immunoprecipitation with anti-GFP Ab. N = 3 independent experiments. Asterisk indicates p-value = 0.049 (Student’s t test). (D) Expression of *Satb2* 3′ UTR-bearing GFP reporter after lipofection in corticalized mESCs. N = 3 independent experiments. Cells were transfected 48 h before the time of analysis indicated in labels. Asterisk indicates p-value = 0.000061 (Wilcoxon signed rank test).

We reasoned that changes in *Satb2* mRNA stability could be induced by miRNAs. Indeed, by high-throughput analysis of miRNA-mRNA interactions at single-cell level, distinct miRNAs were recently associated to functional modules involved in the control of cortical cell identities (Nowakowski et al., 2018). To gain insights on RNA interference in early corticogenesis, we employed mouse embryonic stem cells (mESCs), whose *in vitro* neural differentiation can closely reproduce the early stages of cortical development, including time-regulated expression of TBR1, BCL11B, and SATB2 protein (Bertacchi et al., 2015; Gaspard et al., 2008). In these corticalized mESCs, we measured the enrichment of *Satb2* mRNA after AGO2 immunoprecipitation. By qRT-PCR, a significant enrichment of AGO2-bound *Satb2* mRNA is detected after 12 days *in vitro* (DIV) compared with control anti-GFP immunoprecipitation, indicating a strong miRNA silencing activity in early *in vitro* corticogenesis (Figure 3C). Notably, we found no enrichment at DIV18, consistent with a significant increase of SATB2-positive cells at this time (Bertacchi et al., 2015).

The changing ability of *Satb2* mRNA to bind AGO2 during development is in line with the ability of its 3′UTR to inhibit protein translation in early, but not late, cortical cells. Indeed, at DIV12 the transfection of a GFP reporter carrying *Satb2* 3′UTR yields decreased fluorescence levels compared with control, while at DIV18 the reporter activity is not significantly affected (Figure 3D), consistent with robust SATB2 translation at this late stage (Bertacchi et al., 2015). *Satb2* 3′UTR is able to control translation also *in vivo*, as shown by *in utero* electroporation (IUE) of a GFP reporter/sponge. At stage E13.5, the ratio of SATB2-GFP double-positive cells to GFP-positive cells is significantly higher in a cortex electroporated with a 3′UTR-bearing sensor compared with a control cortex (Figure S2). These results show that *Satb2* 3′UTR can inhibit the translation of its mRNA in early-generated neurons.

### MiRNAome time trajectories describe cortical development progression

We then set out to identify miRNA candidates regulating *Satb2* expression. With this aim, we sorted *Sox1*::GFP corticalized mESCs, which are enriched in PCs, and first compared their global miRNA profiles with those of non-neuralized mESCs, of post-mitotic corticalized mESCs obtained by AraC treatment, or of mouse cortex, at different developmental times (Figures 4A–4D and Data S3). 

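Small RNA was sequenced from progenitors, the Sox1::GFP cells sorted from corticalized 46C mESCs, and from neurons, the cells left in corticalized E14Tg2A mESC cultures after AraC, a nucleoside that kills dividing cells. Both were taken at DIV10, 12, 16, 20 and 26, and mouse cortex at E12 and P0. Each state and time has 1 library, made from a pool of 3 experiments or animals, so the spread between cultures of the same day is not known, and state, cell line and treatment differ together. The authors deposited RPM, reads scaled to a common total, for each mature miRNA. Every RPM value was a whole number of reads within a tolerance of 0.01. Summed over all entries, libraries held 1392267 to 4822552 reads. Repeated entries of one mature name make up 27.2% to 38.3% of these sums, so fewer distinct reads may underlie them. A count of 0 allows at most 0.622 to 2.15 RPM (3 reads, counting error only). miR-92b-3p was the most abundant miRNA of DIV10 progenitors (118936 RPM) and of E12 cortex (81472 RPM). miR-181a-5p led in P0 cortex (91265 RPM), in DIV26 progenitors (91853 RPM) and in neurons at DIV20 (66743 RPM) and DIV26 (62382 RPM), and miR-9-5p, abundant in neural cells, in the 6 other libraries of the cultures. For the tests, entries of the same mature name were collapsed to their maximum, RPM values were put on the log2 scale with a pseudocount of 1, and the 479 miRNAs with a mean of at least 10 RPM over the 10 culture libraries were fitted with limma, with state and DIV as terms and Benjamini-Hochberg adjustment.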

MiRNAome principal component analysis (PCA) shows high consistency between miRNA profile and cell identity. 

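Progenitor and neuron miRNAomes lay apart from those of cortex on PC1. These components hold no non-neuralized mESCs, so they do not bear on how the cultures and cortex lie relative to such cells. Among progenitors and cortex, PC1 held 42.3% of the variance over 481 miRNAs, with E12 cortex at 26.28, P0 cortex at 29.1 and the 5 progenitor libraries between -17.26 and -5.75. Among neurons and cortex, PC1 held 48.3% of the variance over 488 miRNAs, with E12 cortex at 37.89, P0 cortex at 13.94 and the 5 neuron libraries between -12.45 and -8.67. Neurons were closer to P0 cortex than to E12 cortex at all 5 times, by a difference in Pearson's r of 0.058 at DIV10 to 0.121 at DIV16. At DIV16, their r across 496 miRNAs was 0.865 with P0 cortex and 0.743 with E12 cortex. Progenitors were closer to E12 cortex at DIV10 (r of 0.744 against 0.687 with P0 cortex), and at DIV16 the difference was 0.004 towards P0 cortex (0.798 with E12 and 0.802 with P0 cortex), at DIV20 0.017 towards P0 cortex and at DIV12 and DIV26 -0.017, towards E12 cortex. These correlations are across miRNAs, which are not independent replicates, and each position is that of a single library, so no test was made. The components were computed on centred, unscaled log2 values.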

MiRNAomes of non-neuralized mESCs are well separated from those of corticalized mESCs and of cortex, which instead cluster together, confirming that our *in vitro* protocol mimics a genuine cortical identity (Figure 4A). The time of *in vitro* differentiation distributes both PC (Figure 4B) and neuron (Figure 4C) miRNAomes along PC3, in agreement with the relative position of E12 and P0 cortex miRNAomes, denoting high conservation of the mechanisms accounting for the timing of layer formation in our *in vitro* conditions. 

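As cultures aged, let-7 miRNAs, which accumulate in differentiating cells, rose, and miRNAs of proliferating progenitors fell. Of 10 members of the let-7 family, 9 rose (9 when adjusted over the list alone), with a median slope of 0.25 log2 units per day. let-7b-5p went from 2.16 RPM in DIV10 progenitors to 2243 RPM in DIV26 progenitors, a slope of 0.476 per day (standard error 0.082, adjusted p = 0.00115 from limma). All 22 tested members of the miR-17~92 cluster and its paralogs, which promote proliferation, fell (22 when adjusted over the list alone), with a median slope of -0.134 per day. Of 52 members of the miR-379~410 cluster, which holds miR-541, 40 fell and none rose (45 fell when adjusted over the list alone), with a median slope of -0.113 per day.

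The miR-302 cluster, of pluripotent cells and early neuroectoderm, fell in all 7 members (7 when adjusted over the list alone), with a median slope of -0.202 per day. In contrast, 6 of 9 members of the miR-290 cluster, of pluripotent cells, rose (8 when adjusted over the list alone), with a median slope of 0.162 per day. miR-10a-5p and miR-10b-5p, encoded in Hox clusters, rose with slopes of 0.467 (standard error 0.089, adjusted p = 0.0021) and 0.411 per day (standard error 0.057, adjusted p = 0.000353 from limma). The steepest of the 181 falls was that of miR-216b-5p, with a slope of -0.306 per day (standard error 0.029, adjusted p = 6.8e-05 from limma), and 84 miRNAs rose. Against all other miRNAs, camera gave an adjusted p of 5.4e-06 for let-7, 3.2e-06 for miR-17~92, 1.4e-06 for miR-379~410, 0.05 for the miR-302 cluster, 0.0013 for the miR-290 cluster and 0.031 for the pair of Hox miRNAs. Each of these becomes an adjusted p of 0.58 with an estimated correlation. let-7 members differ by few bases and may share reads. Centring each library on its median moves all slopes by 0.036 per day, to 135 rising and 108 falling miRNAs, with 17 of the 22 miR-17~92 members and 30 of the 52 miR-379~410 members falling, and turns none of these list medians.

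Time also ordered the libraries. On PC2, with 29.5% of the variance, progenitors ran in the order of their days from -22.93 at DIV10 to 20.6 at DIV26, with E12 cortex at -11.05 below P0 cortex at 0.55. Neurons ran in the same order on their PC2 (27.3%) from -21.6 to 18.84, with E12 cortex at -5.92 and P0 cortex at 8.01. Neurons were in the same order on their PC1 (48.3%, from -12.45 to -8.67), on which E12 cortex (37.89) lies above P0 cortex (13.94), the reverse of the order on PC2. For 5 libraries in order, the exact permutation test gives p = 0.017, the smallest p that 5 libraries allow (adjusted over 3 components, p = 0.05 for PC2 of progenitors and p = 0.025 for both components of neurons). On PC3, E12 cortex lay above P0 cortex, again the reverse of the order on PC2. With progenitors (18.4%), E12 cortex was at 21.38 and P0 cortex at -21.37. With neurons (18.5%), they were at 11.66 and -24. On this component progenitors tended to rise with DIV (Spearman's rho of 0.9, exact permutation p = 0.083), and neurons less so (0.7, exact permutation p = 0.23). The components that carry time were picked after they were computed, and the relation to the cortex stages was not tested. Over the 10 culture libraries, PC1 (48.9%) followed DIV with Spearman's rho of 0.94 (permutation p = 0.00036, adjusted p = 0.0011 over 3 components) and Pearson's r of 0.90 (permutation p = 0.00048, adjusted p = 0.0014). Without the 2 libraries farthest from the median DIV, r was 0.93. From the order of progenitors and neurons along a component that also parts E12 from P0 cortex, the paper concludes that the mechanisms that time layer formation are conserved in its cultures.

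**Figure D1:**
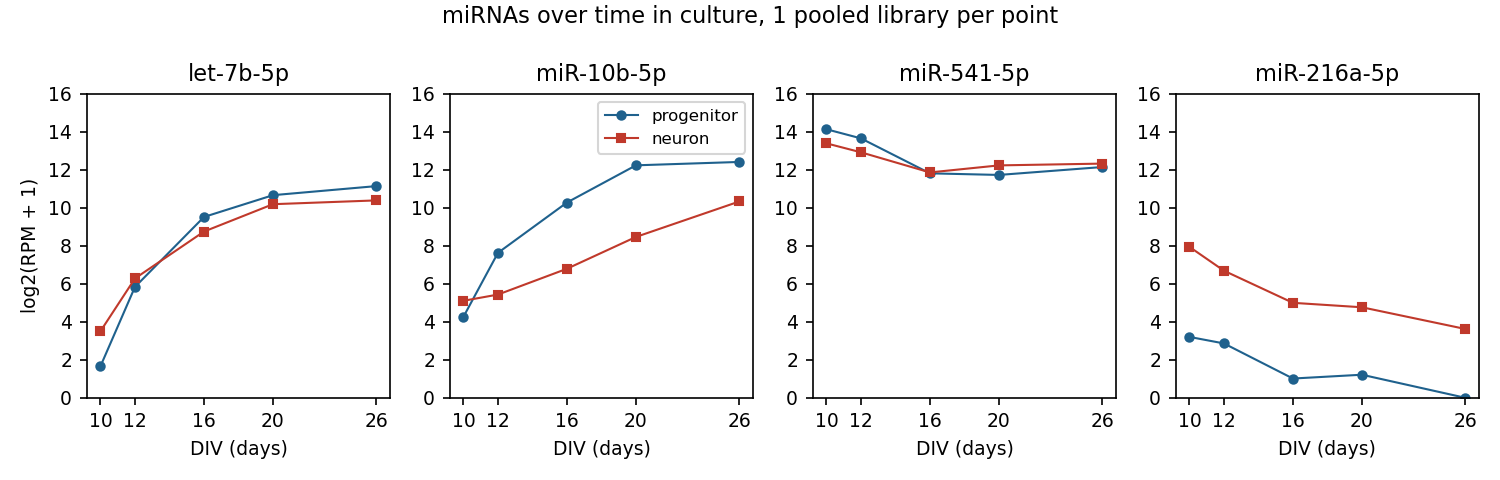
log2 (RPM + 1) of let-7b-5p, miR-10b-5p, miR-541-5p and miR-216a-5p against days in vitro, in progenitors (blue circles) and neurons (red squares), 1 pooled library per point. let-7b-5p lies at 2.16 RPM in progenitors at DIV10 and at 2243 RPM at DIV26.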

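Progenitors held more of some miRNAs of proliferating cells, and neurons more of most miRNAs of neuronal maturation. Of 22 members of the miR-17~92 cluster and its paralogs, 9 were higher in progenitors and none was lower (9 and 0 when adjusted over the list alone). miR-92a-3p was 1.62 log2 units higher in progenitors (standard error 0.18, adjusted p = 0.00034 from limma), at 5 of 5 times, and miR-92b-3p 1.38 (standard error 0.39, adjusted p = 0.019 from limma), at 4 of 5 times. Of 18 miRNAs of neuronal maturation, 15 were lower in progenitors and 1, miR-128-1-5p, was higher (15 and 1 when adjusted over the list alone). Some lists of other cell types moved the same way, with 5 of 7 miRNAs of mesenchyme, muscle and endothelium, 5 of 6 of epithelia and 2 of 3 of endoderm lower in progenitors (5, 3 and 1 with median centring). Choroid plexus (2 of 5) and Hox miRNAs (1 of 2) had members higher and none lower (4 and 1 higher with median centring). When adjusted over the list alone, 3 choroid plexus miRNAs were higher and 1 was lower, down to -1.32 in miR-204-5p. Of 9 glial miRNAs, 1 was higher and 2 were lower. Median centring gives 2 and 1 and turns their median from -0.315 to 0.172. Among the miRNAs of neuronal maturation, miR-137-3p differed by -2.86 (standard error 0.34, adjusted p = 0.00039 from limma) and miR-138-5p by -2.80 (standard error 0.30, adjusted p = 0.00028).

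Of 52 members of the miR-379~410 cluster, 23 were lower in progenitors and none was higher (28 lower when adjusted over the list alone), down to -2.53 in miR-376a-3p, while miR-541-5p itself differed by 0.15 (standard error 0.22, adjusted p = 0.62 from limma). miR-216a-5p and miR-217-5p, best known from the pancreas, were lower in progenitors by -3.94 (standard error 0.29, adjusted p = 4.5e-05) and -3.73 (standard error 0.28, adjusted p = 4.5e-05 from limma). The largest differences were those of miR-3059-5p (-4.27) and, higher in progenitors, miR-3963 (3.31). Of 479 miRNAs, 55 were higher and 145 lower in progenitors. camera gave an adjusted p of 1.7e-05 for miR-17~92 (adjusted p = 0.59 with an estimated correlation), 0.00016 for neuronal maturation (adjusted p = 0.59 with an estimated correlation) and 0.002 for miR-379~410 (adjusted p = 0.79 with an estimated correlation). Centring each library on its median raises all differences by 0.486, to 130 higher and 101 lower, and leaves 14 of the 18 miRNAs of neuronal maturation lower, 15 of the 22 of miR-17~92 higher, and 18 of the 52 of miR-379~410 lower with 2 higher.

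On PC2 of the 10 libraries (30.2% of the variance), progenitors lay between -19.76 and -5.04 and neurons between 6 and 17.94, apart at 5 of 5 times. The exact test over the 32 exchanges of sign gives p = 0.0625, the smallest p that 5 times allow (adjusted p = 0.0938 over 3 components). PC1, which followed DIV, also parted the states at 5 of 5 times, with the same p in this test. The mean difference between states was 9.84 (SD 4.06) on PC1 and -23.59 (SD 3.88) on PC2. Each time stands as a replicate in these tests, since there is 1 library per state and time.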

Finally, PC3 distinguishes between progenitor and neuron miRNAomes (Figure 4D), indicating that these distinct cell states are maintained throughout the differentiation process.

**Figure 4:**
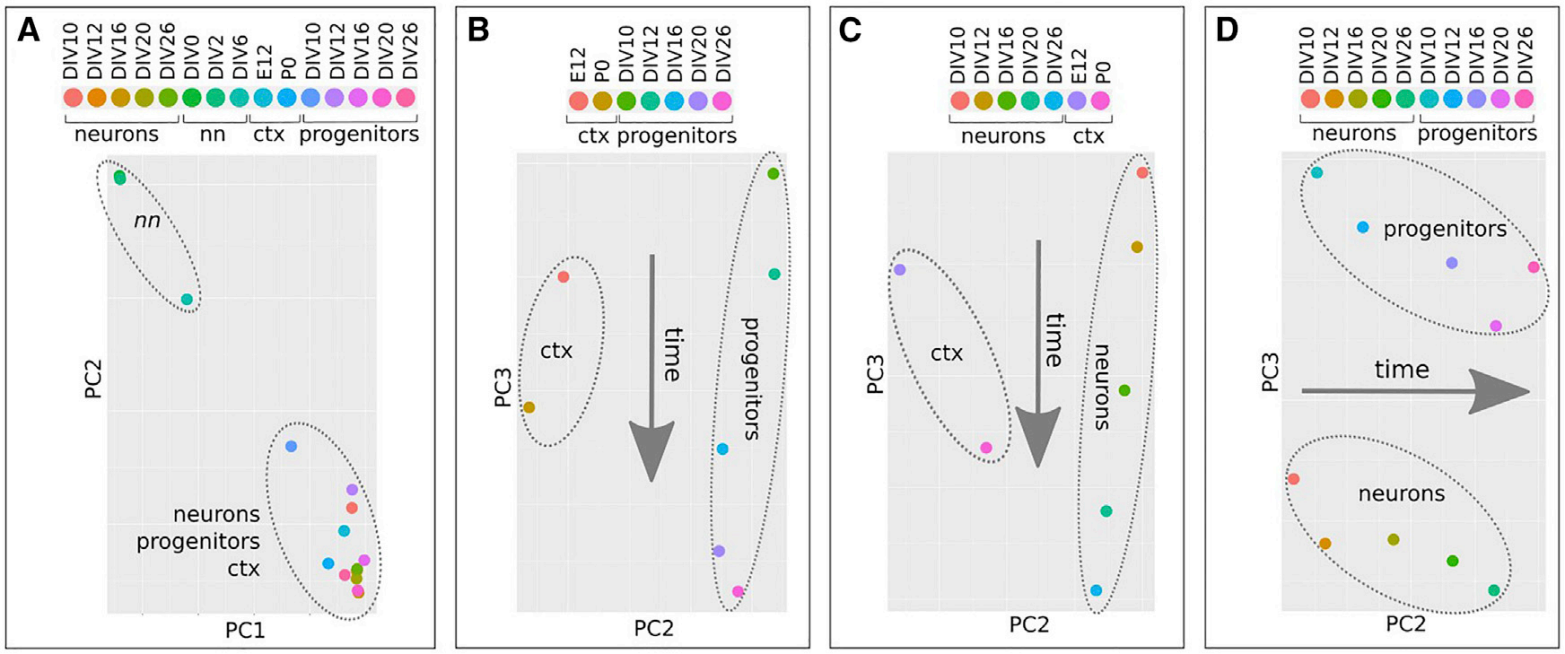
MiRNAome time trajectories in corticogenesis (A–C) PCA of miRNA global profiles of non-neuralized mESCs (nn), neural progenitors (*Sox1*::GFP corticalized mESCs), post-mitotic neurons (Ara-C-treated corticalized mESCs) and mouse cortex (ctx) at different developmental times. Four different combinations of the four groups are shown.

### Selected miRNAs directly bind *Satb2* 3′UTR in early cortical cells

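Satb2 lies on the minus strand of chromosome 1 of GRCm38, from 56793981 to 56978650, and the 3′UTR of its transcript Satb2-201, which has 10 exons, is a single stretch of 2805 nt from 56793981 to 56796785. Captures were made from corticalized mouse cultures at DIV12 (3 libraries) and DIV18 (4 libraries), each with an odd or an even set of probes, and small RNA of the same kind of culture served as input (3 libraries per time). The authors deposited raw counts for 1171 mature miRNAs. Inputs held 10867 to 1050085 counts. Captures held 1229 to 14120 counts, so that an miRNA without reads may still reach 212.5 to 2441 CPM (3 counts, counting error only). Between captures of the same time, log2 CPM correlated across miRNAs with r of 0.86 (DIV12) and 0.91 (DIV18) in the lower-numbered series of captures (2 per time), 0.74 (DIV18) in the higher-numbered series (1 at DIV12, 2 at DIV18), and 0.61 to 0.69 between the series. miR-92b-3p was the most abundant miRNA of all 3 DIV12 captures (9.9% to 28.2% of counts). At DIV18, miR-92b-3p (13.2%) and miR-181a-5p (11.7%) each led in a capture of the lower-numbered series, and miR-5119 in both captures of the higher-numbered series (20.9% and 15.1%). All 13 libraries entered an edgeR quasi-likelihood fit with 4 groups and plain library totals, as in the CPM of Data S3, over the 155 miRNAs kept by edgeR's filter. p-values were adjusted by Benjamini-Hochberg.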

To select miRNAs that directly interact with *Satb2* 3′UTR at DIV12 and DIV18, we employed miR-CATCH analysis, which recovers mRNA/RNA-induced silencing complex (RISC)/miRNA complex by biotin-labeled probes complementary to the target mRNA (Marranci et al., 2019; Vencken et al., 2015). Bound miRNAs were quantified through small RNA-seq, and miRNA enrichment was measured with respect to the input (total miRNAs) (Figure 5A). We found that 12 miRNAs bind to *Satb2* mRNA and are significantly enriched at DIV12; of these, miR-541 and miR-3099 are not enriched at DIV18, thus representing candidates for SATB2 inhibition in early, but not late, cortical cells (Figures 5B and S3 and Data S3). 

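miR-92b-3p and miR-92a-3p stood above input at both times. miR-92b-3p had 175500 ± 95100 CPM (SD, n = 3) in DIV12 captures and 5816 ± 596 CPM (SD, n = 3) in inputs, a log2 fold change of 4.91 (standard error 0.99, adjusted p = 0.000336 from edgeR). At DIV18 it had 122500 ± 33120 CPM (SD, n = 4) in captures and 4446 ± 4585 CPM (SD, n = 3) in inputs, a log2 fold change of 4.78 (standard error 0.96, adjusted p = 0.000284 from edgeR). The log2 fold change of miR-92a-3p was 3.22 at DIV12 (standard error 0.82, adjusted p = 0.00273) and 3.42 at DIV18 (standard error 0.81, adjusted p = 0.0012 from edgeR). Every capture lay above every input of its time for both. These enrichments rest on the inputs, which held less of both than the pooled libraries of DIV12. Over the miRNAs common to both data sets, miR-92a-3p had 72920 CPM in DIV12 captures and 7829 in inputs. It had 70380 in the progenitor pool and 21060 in the neuron pool. miR-92b-3p had 175600 CPM in captures, 5816 in inputs, 79060 in the progenitor pool and 19200 in the neuron pool. miR-25-3p, which shares their seed, had log2 fold changes of 0.73 (adjusted p = 0.353) and 1.41 (adjusted p = 0.051 from edgeR).

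miR-541-5p had 55660 ± 17860 CPM (SD, n = 3) in DIV12 captures and 26350 ± 5589 CPM (SD, n = 3) in inputs, a log2 fold change of 1.08 (standard error 0.77) that did not pass the test (adjusted p = 0.237 from edgeR), although all 3 captures lay above all inputs. At DIV18 it had 15800 ± 12100 CPM (SD, n = 4) in captures and 10480 ± 4817 CPM (SD, n = 3) in inputs, a log2 fold change of 0.63 (standard error 0.72, adjusted p = 0.455 from edgeR). The enrichments at the 2 times differed by 0.45 (adjusted p = 0.941 from edgeR). With each library left out in turn, the DIV18 value ran from 0.17 to 1.04 and the difference from 0.04 to 0.91. Within the lower-numbered series, the enrichment of miR-541-5p was 1.32 at DIV12 and 1.31 at DIV18, and within the higher-numbered series it was 0.42 at DIV12 (1 capture) and -0.90 at DIV18. DESeq2's size factors turn the direction of miR-541-5p, to -0.62 at DIV12 (adjusted p = 0.254) and -1.05 at DIV18 (adjusted p = 0.0371 from DESeq2), and TMM gives 0.00 and -0.68.

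Of the 12 miRNAs that the study called at DIV12, a list chosen on these samples and so not independent evidence, 9 were higher in captures at DIV12 (10 when adjusted over the list alone) and 10 at DIV18 (10 over the list alone). Besides miR-92a-3p and miR-92b-3p, these 9 were miR-423-5p (3.52), miR-5099 (3.25), miR-320-3p (3.24), miR-3099-3p (2.52), miR-298-5p (2.51), miR-181b-5p (1.91) and miR-434-3p (1.68). When each of the 13 libraries is left out in turn, the call is lost in 7 fits for miR-434-3p, 5 for miR-3099-3p, 4 for miR-181b-5p and 3 for miR-298-5p, and in none for the 5 others. The others were miR-541-5p, miR-27b-3p (2.10, adjusted p = 0.0521) and miR-181a-5p (1.60, adjusted p = 0.127 from edgeR). As a set, the 12 stood above the other miRNAs at DIV12 (camera, adjusted p = 0.0216; adjusted p = 0.402 with an estimated correlation). Of 155 miRNAs, 48 were higher and 36 lower in captures at DIV12, and 49 higher and 47 lower at DIV18, with 40 higher at both times (15.2 if the lists were independent). TMM lowers all log2 fold changes by about the median shift of -1.09 at DIV12 and -1.37 at DIV18, to 29 higher and 54 lower and to 28 and 71, with 5 of the 12 higher at DIV12 and 2 at DIV18. DESeq2 (shifts of -1.63 and -1.65) gives 26 higher and 69 lower, and 30 and 77, with 4 of the 12 higher at each time and 1, miR-541-5p, lower at DIV18. With the series as a term among captures, chosen after the result was seen, 8 of the 12 are higher at DIV12, with miR-27b-3p (adjusted p = 0.0147 from edgeR) but without miR-181b-5p (1.45, adjusted p = 0.0502) and miR-3099-3p (0.45, adjusted p = 0.715).

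From the 12 miRNAs that it calls enriched at DIV12, and the absence of miR-541 and miR-3099 from those called at DIV18, the paper concludes that both are candidates for inhibiting SATB2 in early cortical cells.

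**Figure D2:**
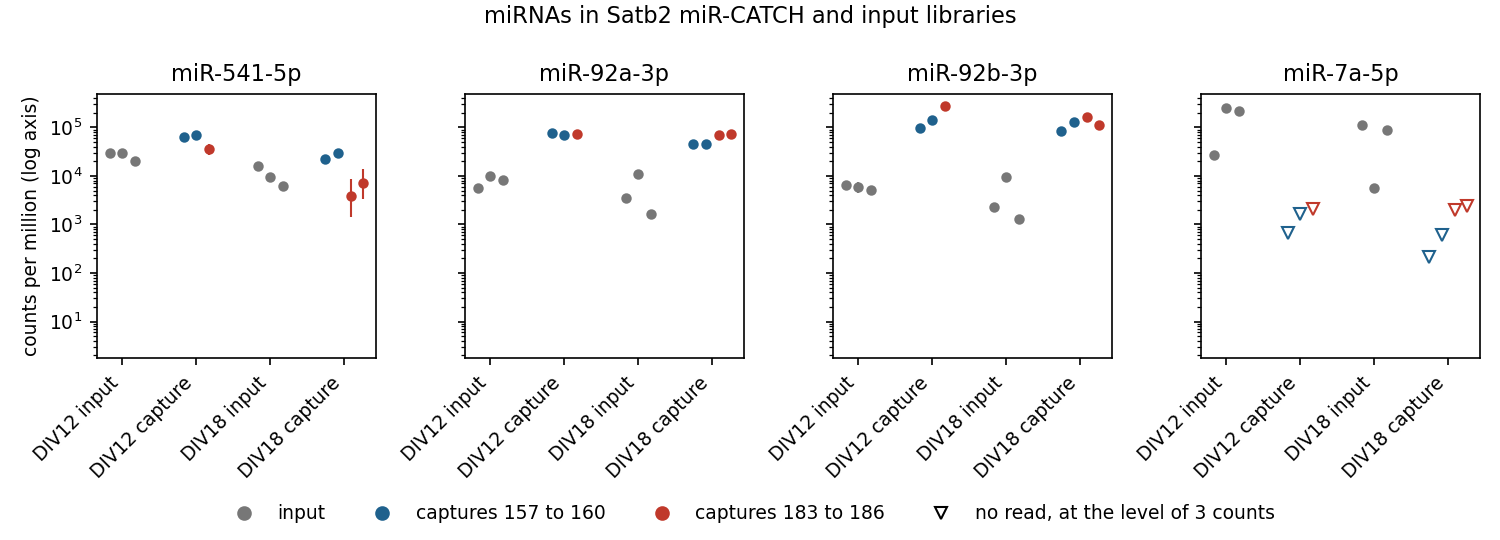
CPM of miR-541-5p, miR-92a-3p, miR-92b-3p and miR-7a-5p in each library (log axis), for inputs (grey), captures of the lower-numbered series (blue) and of the higher-numbered series (red), with 95% Poisson intervals as bars and open triangles at the 3-count level where no read was found. For miR-92b-3p, the 7 captures lie between 83286 and 282120 CPM and the 6 inputs between 1297.6 and 9706.4 CPM.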

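Captures were poor in miRNAs of mature neurons. Of 6 miRNAs of neuronal maturation, 4 were lower in captures at DIV12 and 5 at DIV18, and none was higher (4 and 6 lower when adjusted over the list alone). miR-7a-5p had no read in any of the 7 captures, against 165400 ± 121200 CPM (SD, n = 3) in DIV12 inputs and 69530 ± 56580 CPM (SD, n = 3) in DIV18 inputs, and in counts summed over each group it was at least 415-fold and 656-fold lower, with 3 counts as the floor. These folds rest on the inputs, whose level of miR-7a-5p far exceeds that of the pooled libraries of DIV12 (222 RPM in progenitors and 1107 RPM in neurons) for a reason not known. miR-128-3p had 333 ± 294.7 CPM (SD, n = 3) in DIV12 captures and 5241 ± 1707 CPM (SD, n = 3) in inputs, a log2 fold change of -3.82 (standard error 0.945, adjusted p = 0.00223 from edgeR). The list's median was -4.38 at DIV12 (-4.33 with the miRNAs without reads at their bound) and -5.57 at DIV18 (-4.14 with bounds). camera gave adjusted p = 0.0306 (adjusted p = 0.402 with an estimated correlation) and adjusted p = 0.0114 (adjusted p = 0.313 with an estimated correlation).

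Of 9 miRNAs of the neural miR-9, miR-125 and miR-99/100 families, 4 were lower at each time and none was higher (4 when adjusted over the list alone; 5 and 8 lower with TMM, 8 and 9 with DESeq2), miR-9-5p with 19160 ± 13650 CPM (SD, n = 3) in DIV12 captures and 144200 ± 86520 CPM (SD, n = 3) in inputs. Their camera test gave adjusted p = 0.0632 at DIV12 and 0.0446 at DIV18 (adjusted p = 0.313 with an estimated correlation). Of 15 miRNAs of the miR-379~410 cluster, 9 were lower and 1 higher at DIV12 (10 and 1 when adjusted over the list alone), with a median of -3.25 (-3.01 with bounds), and 10 were lower and 2 higher at DIV18. miR-410-3p was higher at both times, with log2 fold changes of 2.56 (standard error 0.83, adjusted p = 0.0123) and 3.49 (standard error 0.79, adjusted p = 0.000892 from edgeR), although TMM and DESeq2 leave no member of the cluster higher at DIV12. For the cluster, camera gave adjusted p = 0.0306 at DIV12 (adjusted p = 0.454 with an estimated correlation) and 0.0936 at DIV18.

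Of 9 let-7 miRNAs, 4 were higher at DIV12 (4 when adjusted over the list alone), let-7a-5p by 2.52 (standard error 0.66, adjusted p = 0.00332 from edgeR), while 1 was higher and 2 were lower at DIV18. Inputs held more of these let-7 miRNAs at DIV18 than at DIV12 (median log2 fold change 2.45). Their median of 2.14 at DIV12 is 1.08 with TMM, with 1 lower and none higher, and 0.43 with DESeq2, with 2 lower and none higher, and their median of 0.48 at DIV18 turns to -0.98 and -1.50. miR-10a-5p and miR-10b-5p, of the Hox clusters, and miR-205-5p, of epithelia, were higher in captures at both times, from 2 reads or fewer each in all DIV12 inputs together to 4764 ± 4720 CPM (SD, n = 3) for miR-10b-5p in DIV12 captures. miR-5119 lay furthest above input by log2 fold change at both times, with 45610 ± 47740 CPM (SD, n = 3) in captures at DIV12 (254 reads, against 4 in the inputs) and 94210 ± 102000 CPM (SD, n = 4) at DIV18. The higher-numbered series held more of it (100610 to 208940 CPM) than the lower-numbered series (4249.3 to 21289 CPM).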

Because of its extremely low expression (Figure 5C), we did not further investigate miR-3099 and focused on the other miRNAs.

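Of the 12 miRNAs called at DIV12, miR-3099-3p was the least abundant in progenitors at every time. In neurons it was above miR-320-3p and miR-423-5p at every time. It was not rare among all miRNAs, since its mean in progenitors was at least 100 RPM, as for 224 of 461 miRNAs. It was lower in progenitors than in neurons. It lies at 112 to 427 RPM in progenitors and at 444 to 824 RPM in neurons, a difference of -1.54 log2 units (standard error 0.33, adjusted p = 0.0056 from limma). Its gene, Mir3099, lies on chromosome 7 of GRCm38 from 6803587 to 6803670, inside Usp29 on the same strand. In DIV12 captures it had 9640 ± 8361 CPM (SD, n = 3) and in inputs 1708 ± 416 CPM (SD, n = 3), a log2 fold change with a standard error of 1.01 and an adjusted p of 0.0372 from edgeR. At DIV18 it had 2649 ± 2788 CPM (SD, n = 4) in captures and 3100 ± 2403 CPM (SD, n = 3) in inputs (log2 fold change -0.02, adjusted p = 0.99 from edgeR). The enrichment differed between the times by 2.54, which did not pass the test (adjusted p = 0.842 from edgeR). At DIV12, the captures of the lower-numbered series held 68 and 25 reads of it and the capture of the higher-numbered series none, so that the enrichment rests on the former, and with the series as a term among captures, chosen after the result was seen, it is 0.45 (adjusted p = 0.715 from edgeR). At DIV18, the captures of the higher-numbered series held 0 and 1 reads.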

**Figure 5:**
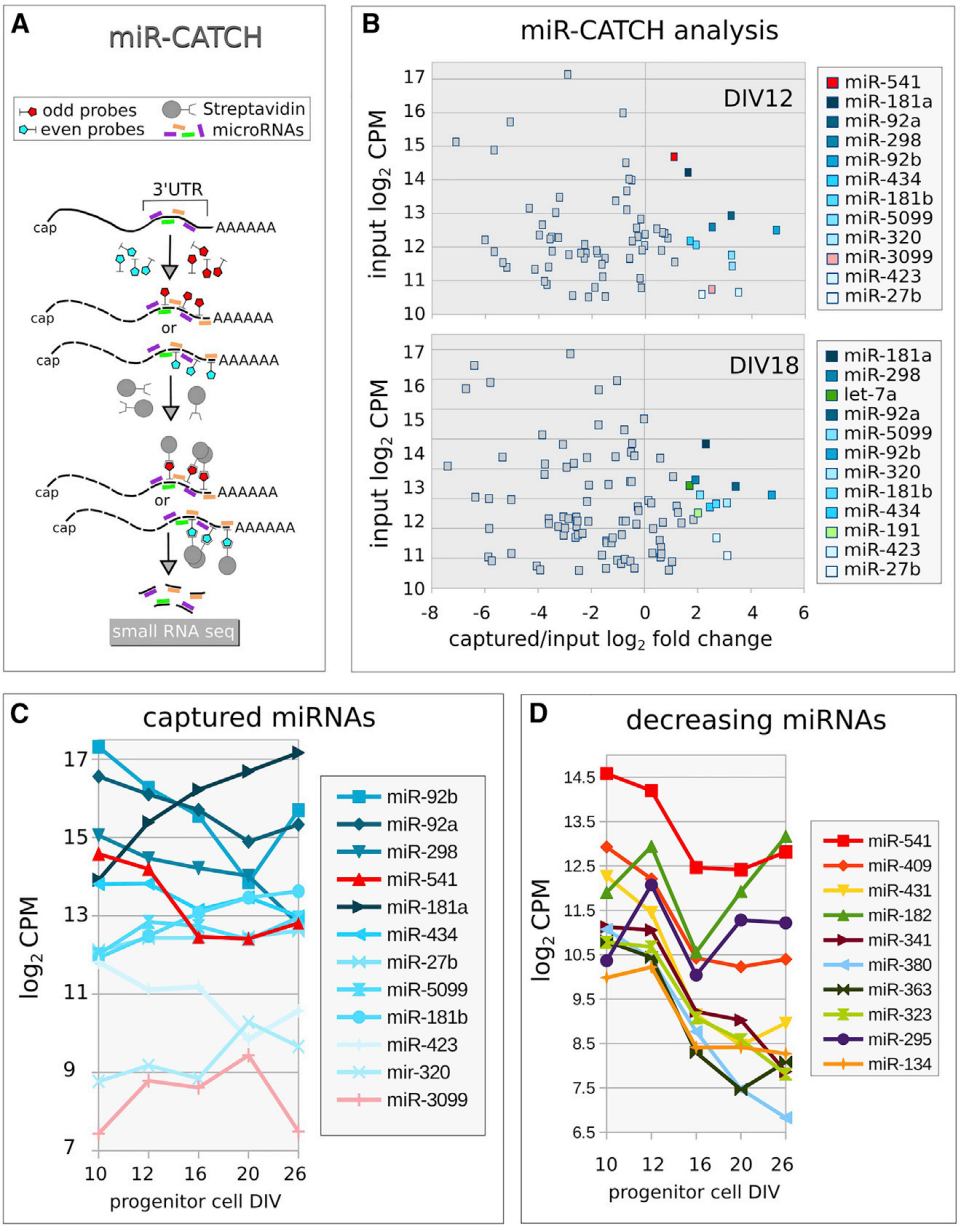
*Satb2* interacting miRNAs (A) Outline of the miR-CATCH method. (B) Enrichment of captured miRNAs (x axis) with respect to input (y axis) at the indicated time. CPM, counts per million. Color labels indicate significantly enriched miRNAs (non-parametric noiseqbio test probability >0.9) (Tarazona et al., 2012). (C) Developmental expression patterns of *Satb2*-captured miRNAs in *Sox1*::GFP PCs. (D) Developmental expression of miRNAs with highest monotonic developmental decrease in *Sox1*::GFP PCs.

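Of the 12 miRNAs called at DIV12, miR-541-5p differed most between progenitors of DIV12 and DIV16, going from 12773 to 3571.2 RPM, a log2 ratio of -1.84 (95% counting interval -1.87 to -1.81). miR-92b-3p went from 53819 to 30528 RPM (-0.82, interval -0.83 to -0.81), miR-434-3p from 9884.4 to 5759.2 RPM (-0.78, interval -0.81 to -0.75), and miR-92a-3p from 47911 to 33825 RPM (-0.50, interval -0.51 to -0.49). miR-320-3p (-0.43), miR-298-5p (-0.36), miR-423-5p (-0.36), miR-3099-3p (-0.28), miR-5099 (-0.21) and miR-27b-3p (-0.11) were also lower at DIV16. miR-181a-5p (0.73) and miR-181b-5p (0.48) were higher. The median over all 461 miRNAs with a mean of at least 10 RPM in progenitors was -0.42. Over all 5 times and both cell states, miR-92a-3p fell by 0.104 log2 units per day (standard error 0.023, adjusted p = 0.0039 from limma) and miR-298-5p by 0.128 (standard error 0.014, adjusted p = 0.00016), while the slope of miR-92b-3p was -0.060 (standard error 0.043, adjusted p = 0.25). In progenitors, miR-92b-3p was at 9159.6 RPM at DIV20 and at 33187 RPM at DIV26. With 1 pooled library per time, DIV16 was not tested against DIV12 within progenitors, and the intervals cover counting error only. Over progenitors and neurons together, a limma fit with state and DIV as factors, chosen after the result was seen, gives -1.45 for miR-541-5p (standard error 0.35, adjusted p = 0.059; -1.02 and adjusted p = 0.15 with median centring), -0.62 for miR-92a-3p (adjusted p = 0.28) and -0.51 for miR-92b-3p (adjusted p = 0.73). Centring each library on its median turns the ratios of miR-320-3p, miR-298-5p, miR-423-5p, miR-3099-3p, miR-5099 and miR-27b-3p to 0.27, 0.35, 0.35, 0.43, 0.49 and 0.60 and that of miR-92a-3p to 0.20, leaves miR-92b-3p at -0.11 and miR-434-3p at -0.07, and keeps miR-541-5p at -1.13.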

We analyzed the abundance of the captured miRNAs in PCs and found that only miR-92a/b and miR-541 show robust decrease between DIV12 and DIV16, when SATB2 translation is de-inhibited (Figure 5C). We thus focused our attention on these three miRNAs. miR-92 was already shown to play a major role in inhibiting EOMES (TBR2) translation and preventing early generation of basal PCs, which in mouse give rise to supra-granular neurons (Bian et al., 2013; Nowakowski et al., 2013). Conversely, miR-541 has never been involved in cortical development and belongs to an evolutionary new miRNA cluster (mir-379-mir-410 in mouse, mir-379-656 in humans), located in a large miRNA-containing gene (*Mirg*) inside the *DLK-DIO3* locus (Edwards et al., 2008; Glazov et al., 2008; Winter, 2015) (see discussion). 

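Mir541 lies on the plus strand of chromosome 12 of GRCm38 from 109742409 to 109742498, within Mirg (109729764 to 109749460) but in none of its annotated exons. Its 90-nt hairpin reads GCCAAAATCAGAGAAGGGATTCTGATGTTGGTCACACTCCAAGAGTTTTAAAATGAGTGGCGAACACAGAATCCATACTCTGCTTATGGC. From Mir379 to Mir410 the cluster spans 34736 nt and holds 38 annotated miRNA genes, of which Mirg as annotated contains 14. In progenitors, 49 mature arms of 34 of these genes had a mean of at least 10 RPM. All 49 were lower at DIV16 than at DIV12, with log2 ratios from -2.79 (miR-758-3p) to -0.32 (miR-369-5p). In 42 arms the ratio was -1 or below. When each library is centred on its median, 47 of the 50 members of the miR-379~410 list are lower at DIV16, with a median of -0.86.

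**Figure D3:**
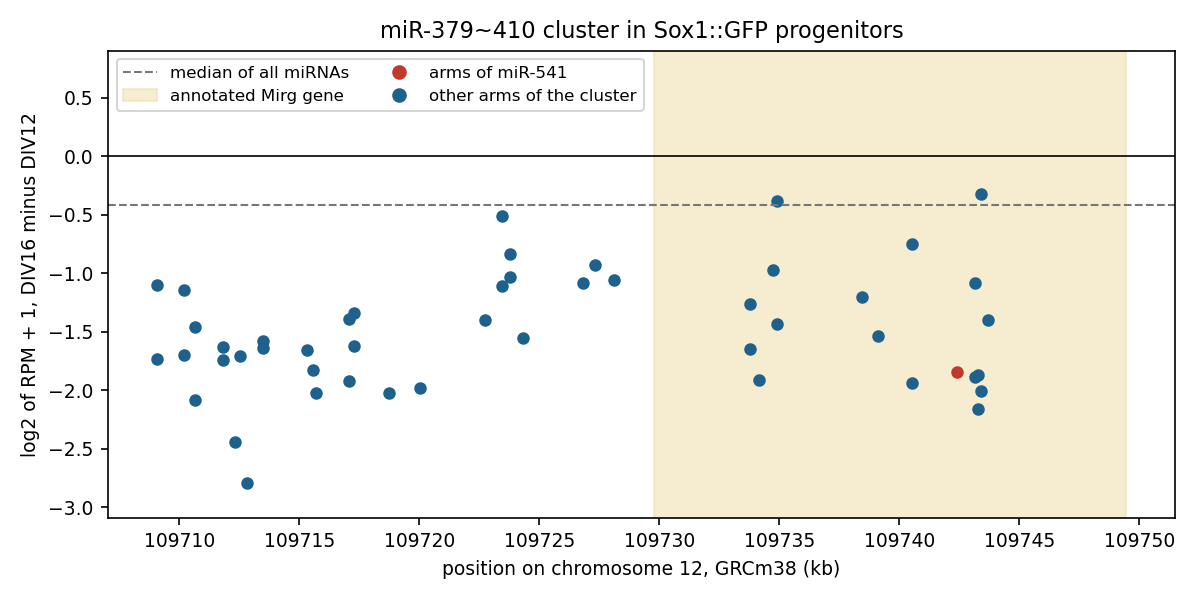
log2 ratio of RPM + 1 at DIV16 to DIV12 in progenitors for each mature arm with a mean of at least 10 RPM, against its gene's position on chromosome 12 of GRCm38 (kb), with miR-541 in red, Mirg shaded and the median of all miRNAs dashed. All 49 arms lie below 0.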

*Mirg* orthologues have been found in all eutherians, which hold inter-hemispheric cortical connections forming the CC, but not in metatherians, prototherians, or any other vertebrates, which lack CC.

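In progenitors, miR-541-5p was at 17815 RPM at DIV10, 12773 at DIV12, 3571.2 at DIV16, 3369.1 at DIV20 and 4496 at DIV26. In neurons it was at 10653, 7687.2, 3691.6, 4771 and 5093.5 RPM at the same times, a log2 ratio of -1.06 from DIV12 to DIV16. E12 cortex held 4434.5 RPM and P0 cortex 6569.5 RPM. Over progenitors and neurons together it fell by 0.097 log2 units per day (standard error 0.033, adjusted p = 0.028 from limma). In the miR-CATCH inputs, whole cultures of DIV18 and DIV12 differed by -1.33 log2 units for miR-541-5p (standard error 0.77, adjusted p = 0.415 from edgeR).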

miR-541 *in vitro* pattern of expression closely matches the time-dependent inhibition of SATB2 translation and follows a sudden downregulation between DIV12 and DIV16 (Figure 5C). In addition, at E13.5, miR-541 is widely expressed in the ventricular zone (VZ), subventricular zone (SVZ), and mantle zone (MZ), when SATB2 protein is undetectable; at E15.5, the miRNA is expressed in the cortical plate (CP), when the protein is detected in VZ, SVZ, intermediate zone (IZ), and migrating cells (Figure S4). Finally, miR-541 developmental decrease is comparable with that of the most heavily downregulated miRNAs from DIV12 to DIV16 (Figure 5D), strengthening its candidacy for the control of SATB2 inhibition in early corticogenesis.

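miR-541-5p had the 50th largest decrease among 461 miRNAs from DIV12 to DIV16, and among the 78 miRNAs with a mean of at least 1000 RPM in progenitors, 4 decreased more. The more abundant arms of the 9 other miRNAs of Fig. 5D had log2 ratios from -2.49 (miR-182-5p) to -1.71 (miR-323-3p). Between these lay miR-431-5p at -2.41, miR-363-3p at -2.24, miR-295-3p at -2.14, miR-341-3p at -1.94, miR-134-5p at -1.91, miR-409-3p at -1.89 and miR-380-3p at -1.74. All 14 mature arms of Fig. 5D miRNAs with a mean of at least 10 RPM were lower at DIV16, the least miR-409-5p (-1.08). The paper picked the miRNAs of Fig. 5D for their decrease in these same libraries, so this is not independent evidence. The largest decreases were those of the miR-302 cluster, at -4.64 in miR-302a-5p and with a median of -3.67 over its 7 members. Medians were -2.46 for the 9 members of the miR-290 cluster, -2.64 for the pair miR-182-5p and miR-183-5p, -1.56 for the 50 members of miR-379~410 and -1.36 for the 22 other members of the Dlk1-Dio3 locus. Lists of the same size and abundance drawn at random had a lower median than these 5 lists in at most 0.14% of 10000 draws, although neighbouring miRNAs of a cluster are not independent. Except for the miR-302 cluster, these lists also hold miRNAs of Fig. 5D, which the paper picked for their decrease in these progenitors. The lists were written with the paper open, so their low medians are not independent evidence. Some of these decreases do not last: in progenitors miR-182-5p is at 5358, 951.14, 2396.2 and 5738.7 RPM at DIV12, 16, 20 and 26, and miR-292a-5p at 834.36, 147.3, 696.48 and 852.95 RPM. In the other direction, the 10 let-7 miRNAs had a median of 1.8, and miR-10a-5p went from 4.3049 RPM at DIV12 to 516.05 RPM at DIV16. The median of the 22 members of miR-17~92 was -0.59, in the 9.84th percentile of random lists, and turns to 0.12 when each library is centred on its median. Centring changes the sign of none of the other lists named here.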

### miR-541 and miR-92a/b inhibit SATB2 translation in mouse and human early cortical cells

We then inhibited miR-541 and mir-92a/b by transfection of a complementary locked-RNA (antago-miR) in mouse ES corticalized cultures (Figure 6A). This results in a premature onset of SATB2 protein detection and in a massive increase of SATB2-positive cells compared with control-transfected cells, as found in transfection at DIV10, and in an increase of the efficiency of translation at later time points, as found in DIV12 transfection (Figures 6B top, 6C). Notably, miR-541 has no predicted binding site on *Eomes* 3′UTR; thus, its effect on SATB2 translation is unlikely mediated by increased EOMES translation and consequent induction of basal PC identity (Sessa et al., 2008), as may be the case with miR-92a/b inhibition. We observed similar effects when downregulating miR-541 and miR-92a/b in corticalized human induced pluripotent stem cells (hiPSCs) (Figures 6B bottom, 6C), denoting evolutionary conservation of this control mechanism.

**Figure 6:**
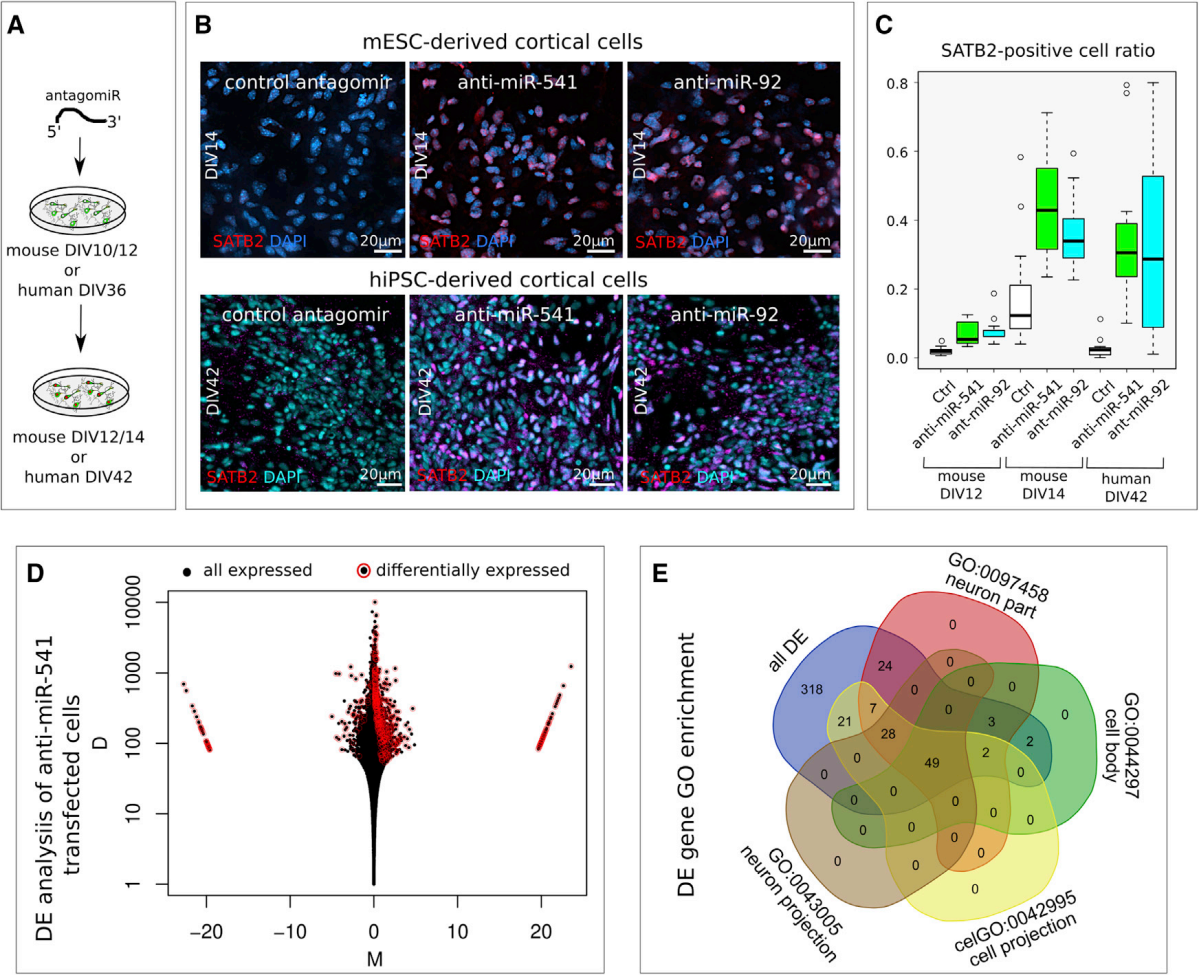
miR-92a/b and miR-541 function in mouse and human cortical cells (A) Outline of the *in vitro* assay of miR-541 inhibition by locked nucleic acid (LNA)-antisense oligonucleotide lipofection in corticalized mESCs (n = 3 independent experiments) or hiPSCs (n = 3 independent experiments). (B) Immunocytodetection shows SATB2-positive nuclei 2 days after mESC lipofection and 6 days after hiPSC lipofection, respectively. (C) Box plots report SATB2-positive nuclei proportion. Ctr, scrambled sequence LNA lipofection. An anti-miR-92a/b LNA oligonucleotide was used to inhibit both miR-92a and miR-92b, which share the seed sequence. (D) Mean-difference plot showing log-fold change (M) and the absolute value of the difference in mRNA expression (D) between antago-miR-541 and control antago-miR transfections (n = 3 independent experiments). (E) Venn diagram showing the distribution of the genes differentially expressed after antago-miR transfection in the four most enriched GO terms.

We then transfected antago-miR-541 and control antago-miR at DIV12 and analyzed transcriptomes at DIV17, a time of *in vitro* development when many markers of terminal differentiation can be evaluated. We found that 489 mRNA species significantly change their expression compared with control (Figure 6D and S5 and Data S4). Gene Ontology (GO) analysis of these genes shows that many of them are significantly enriched in terms related to cell differentiation and neuron projection (Figure 6E and Data S4). Notably, many of the genes are involved in CC development and malformation (Data S4).

### GO enrichment of miR-541 target genes

To infer the biological relevance of miR-92a/b and miR-541, we evaluated their degree of miRNA-mRNA target affinity using miRanda (Enright et al., 2003) as *in silico* prediction tool. miRanda was more sensitive than TargetScan (Bartel, 2009), TargetSpy (Sturm et al., 2010) and TarPmiR (Ding et al., 2016) in predicting miRNA interactions with *Satb2* 3′UTR (Figure S6A and Data S5), and predicted two sites of miR-541 interaction that were validated by the transfection of a GFP reporter carrying a mutated seed sequence in *Satb2* 3′UTR (Figures S6B–S6D). First, we analyzed the affinity of miRNA-*Satb2* 3′UTR interaction in relation to the average expression of mouse embryonic cortical miRNAs. Among the annotated miRNAs with significant affinity to *Satb2* 3′UTR (Data S6), miR-92a/b and miR-541 show high expression in cortical PCs (miR-92a/b) or high *in silico* affinity to *Satb2* 3′UTR (miR-541) (Figure 7A), in line with their high miR-CATCH enrichment (Figure 5B). miR-541 shares less than half of its targets with miR-92a/b, while miR-92a/b share most of theirs with miR-541 (Figure S6E). We then compared miR-92a/b and miR-541 targets with those of three recently described miRNAs of corticogenesis, namely let7, miR-9, and miR-128 (Shu et al., 2019). For this, we selected a subset of 395 genes associated with an embryonic cortical marker signature (Galfrè et al., 2020). Among the six miRNAs analyzed, let-7 and miR-541 showed *in silico* affinity with more than half of the signature genes (Figure 7B and Data S6), suggesting a more relevant role for them in corticogenesis. Interestingly, among the mRNAs with the highest *in silico* affinity (total score higher than 400) for the six miRNAs, only the putative targets of miR-541 showed significant enrichment in GO terms. It may be notable that terms related to neuronal projection development (axogenesis, neuron projection morphogenesis, cell projection morphogenesis, plasma membrane cell projection) (Figure 7C) are the most represented and that at least eight out of the 11 putative target genes are related to cortical neuronal layering and migration, axon guidance, and CC disturbances (Figure S7). Interestingly, all these 8 genes might be involved in basic processes controlling polarization, proliferation, and migration of late cortical PCs (Figure 7D; Figure S7 and references therein). Figure 7E compares the change of E/I read counts by EISA of seven out of the eight genes (not enough *Cdk5r* read counts were available for a significant analysis) with those of the genes of the embryonic cortical marker signature. The results indicate that all these seven genes increase their E/I read count ratios between E13.5 and E17.5 and that there is a general correlation between E/I read count increase and mir-541/mRNA affinity score, supporting a relevant role of miR-541 in their post-transcriptional control during early corticogenesis.

**Figure 7:**
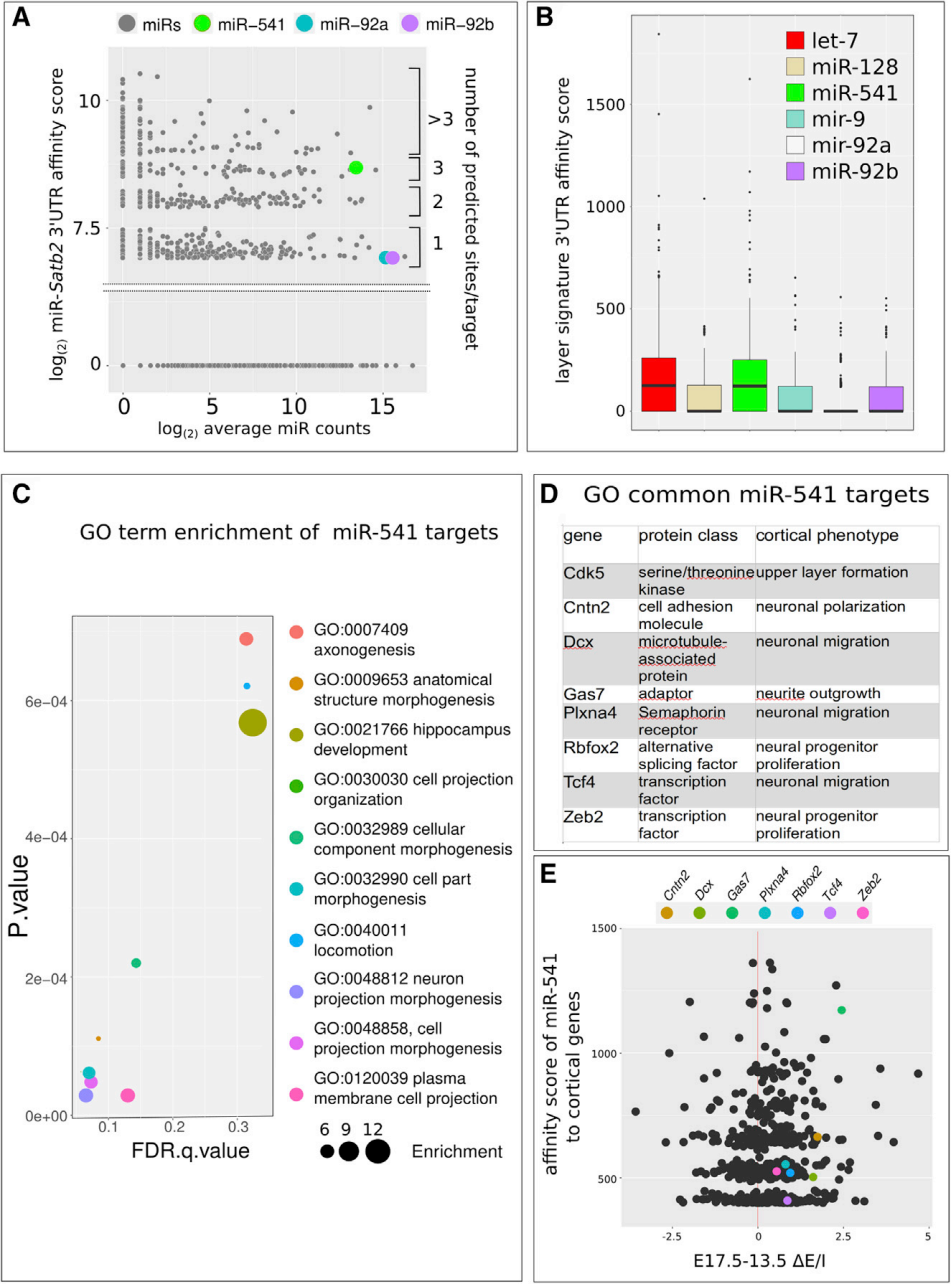
*In silico* analysis of miRNA/mRNA interactions (A) *In silico* comparison of the affinity of mouse miRNAome (gray dots), miR-92a/b, and miR-541 (colored dots) with *Satb2* 3′UTR (Ensembl *Mus musculus Satb2*-201 cDNA 3′UTR), in relation to the average miRNA expression levels during corticogenesis. (B) *In silico* affinity of cortical miRNAs to the 3′UTR of an embryonic cortical layer gene signature (395 genes) (Galfrè et al., 2020). (C) GO enrichment of the mir-541 gene targets with high *in silico* affinity to *Satb2* 3′UTR (cumulative score higher than 400, n = 48) (Enright et al., 2003) with respect to the layer gene signature employed in (B). (D) List of the eight genes common to all the GO terms shown in (C). (E) Plot showing E/I read counts developmental increase (x axis) with respect to miR-541/mRNA affinity score (y axis) to genes of the embryonic cortical marker signature (Galfrè et al., 2020). Colored dots indicate genes listed in (D). Names in labels indicate the five genes with the highest E/I read count ratio increase and mir-541/mRNA affinity score.

## Discussion

Translational control exerted by RNA-binding proteins or miRNAs plays a crucial role for the appropriate time of production of key proteins that govern the potential of cortical PCs as well as the differentiative program of the post-mitotic neurons (Kosik and Nowakowski, 2018; Nowakowski et al., 2018; Shu et al., 2019; Zahr et al., 2018). For example, cortical PCs express *Brn1* and *Tle4* mRNAs, for both deep and superficial layer fates, respectively, but translation into their corresponding proteins is initially repressed and subsequently released in due time (Zahr et al., 2018). miRNAs are especially interesting as heterochronic modulators of vertebrate development (Gulman et al., 2019; Robinton et al., 2019), also in the nervous system (Chiu et al., 2014; Nowakowski et al., 2018; Zahr et al., 2019).

In this paper, we found evidence for differential stability of *Satb2* mRNA compared with other key mRNAs. SATB2 protein plays a central role in cortical neurogenesis, both in the early embryo and at later postnatal stages. Early *Satb2* inactivation leads to absence of CC, with upper layer neurons diverting their axons to subcortical targets (Alcamo et al., 2008; Britanova et al., 2008; Leone et al., 2015; McKenna et al., 2015; Srinivasan et al., 2012). Conversely, later *Satb2* inactivation leaves the CC intact, although there are effects on plasticity and long-term memory storage (Jaitner et al., 2016). Finally, *Satb2* also plays a role in layer V subcortical projection neurons (Srinivasan et al., 2012). These data indicate that SATB2 acts in a cell context- and time-dependent multifaceted way, and that precise control of its expression may be relevant for cortical development. Significantly, Paolino et al. (2020) have shown that accurate timing of SATB2 protein appearance in mouse is crucial for axonal projection of layer II–III neurons through the CC. In fact, while SATB2 protein is readily translated from its mRNA in the dunnart marsupial model (where layer II–III axons travel through the anterior commissure and the CC is absent), in the mouse SATB2 protein appearance is delayed with respect to its mRNA expression (and axons go through the CC). Strikingly, anticipated SATB2 protein production in the mouse reroute layer II–III commissural axons toward the anterior commissure instead of the CC. Thus, a post-transcriptional control may be relevant in timing SATB2 protein appearance within the developing early placental neocortex (Paolino et al., 2020).

Our results provide evidence that *Satb2* 3′UTR contributes to this control. *Satb2* 3′UTR drives a significant translational inhibition of a GFP reporter at an early (DIV12), but not at a late (DIV18), stage of *in vitro* differentiation. Moreover, it is bound by the AGO/RISC complex in a much stronger way at an early (DIV12) than at a late (DIV18) stage, suggesting its regulation by miRNAs. We identified miR-92a/b and miR-541 as candidate miRNAs to modulate SATB2 onset of translation, on the basis of their temporal dynamics of expression and of direct miR-CATCH biochemical selection. Significantly, antagonizing these miRNAs anticipates the appearance of SATB2-positive cells in both mESCs and hiPSCs induced to cortical differentiation *in vitro*. While the antagonism of miR-92a/b might exert this effect by anticipating the translation of EOMES (TBR2), and then the differentiation of intermediate PC progeny expressing SATB2 (Bian et al., 2013; Nowakowski et al., 2013), miR-541 has no predicted binding sites on *Eomes* mRNA. Thus, miR-541’s effect on the onset of appearance of SATB2-positive neurons is directly due to its binding to *Satb2* 3′UTR. miR-541 is likely targeting a high number of genes, as suggested by the transcriptome change observed after its inhibition by antago-miR transfection and the *in silico* analysis of its targets.

Unlike miR-92a/b, let-7b, miR-128, and miR-9, and other evolutionarily conserved miRNAs involved in cortical development (Chiu et al., 2014; Nowakowski et al, 2013, 2018; Shu et al., 2019; Zahr et al., 2018), mir-541 is only present in eutherians (see below) and the only functional report shows its role in inhibiting neurite growth in PC2 cells (Zhang et al., 2011). miR-541 expression declines during corticogenesis in a temporal pattern opposite to that of SATB2 protein, and its presence in eutherians, but not in metatherians or any other vertebrates, suggests that it might be involved in the heterochronic shift of SATB2 translation between dunnart and mouse (Paolino et al., 2020). Our demonstration that miR-541 can bind *Satb2* 3′UTR and inhibit translation both *in vitro* and *in vivo* provides a molecular mechanism contributing to this heterochronic shift.

Together with about 40 miRNAs, miR-541 is encoded by *Mirg* (miRNA-containing gene), present only in eutherians inside the *Dlk1-Dio3* locus (Edwards et al., 2008; Glazov et al., 2008; Marty and Cavaillé, 2019; da Rocha et al., 2008; Winter, 2015). *Mirg* mRNA was detected in the developing early nervous system and in other organs, including the liver (Han et al., 2012). Constitutive *Mirg* deletion affects energy homeostasis, causing neonatal lethality (Labialle et al., 2014), and behavioral disturbances (Lackinger et al., 2019; Marty et al., 2016). However, the overall role of *Mirg* and its individual miRNAs in the early nervous system and cortical layering has not been deeply defined, with few exceptions (Marty and Cavaillé, 2019; Winter, 2015). For some of these miRNAs, a neurogenic function has been shown or proposed, but several seem involved in brain disorders (Gallego et al., 2016; Shi et al., 2015; Tsan et al., 2016; Winter, 2015). An overall GO analysis of the targets of these miRNAs pointed to embryonic and neural development and especially at axon guidance as key enriched terms; the possible involvement of *Mirg* in the regulation of key factors for CC formation was suggested by *in silico* target analysis (Glazov et al., 2008). It may be notable that mRNAs for axon guidance molecules, identified as targets of other miRNAs of *Mirg* (Glazov et al., 2008), are also *in silico* targets of miR-541; conversely, some of miR-541’s most relevant targets (Figure S7) are also targets of other miRNAs of *Mirg*. Thus, the coordinate action of *Mirg* miRNAs in endowing the eutherian brain with some of its characters is an attractive hypothesis.

*Satb2* is present in all vertebrates (Sheehan-Rooney et al., 2010) and is expressed with other CITF genes in the dorsal telencephalon (pallium) of birds, reptiles, and mammals, although with different patterns of mutual co-expression (Nomura et al., 2018; Tosches and Laurent, 2019). In the early mammalian neocortex, SATB2 efficiently binds the *Bcl11b* promoter and prevents its expression, although at later stages LMO4 relieves this inhibition (Alcamo et al., 2008; Britanova et al., 2008; Harb et al., 2016). In contrast, in reptilian and avian pallial cells, SATB2 cannot silence *Bcl11b*, due to inefficient binding to *Bcl11b cis*-regulatory sequences, and SATB2 and BCL11B are co-expressed (Nomura et al., 2018). By partitioning these two proteins in separate layers, this change may have increased cortical heterogeneity in the mammalian brain (Nomura et al., 2018). It looks possible that, on top of mutual transcriptional regulation, heterochronic gene modulation also takes place in brain development. Notably, in higher primates, SATB2 appearance is delayed over an extended period, possibly crucial for cortical expansion, during which deep layer neurogenesis is balanced with the expansion of PCs (Otani et al., 2016). Altogether, these observations indicate that tight temporal control and initial repression of SATB2 expression (Paolino et al., 2020) (present work) may hold a crucial role in pallial evolution.

## Experimental procedures

mESC corticalization *in vitro*, cell transfection, and analysis were performed as previously described (Terrigno et al., 2018a, 2018b). hiPSCs (ATCC-DYS0100 line, American Type Culture Collection) were neuralized according to Chambers et al. (2009).

COTAN was performed on previously published datasets (Yuzwa et al., 2017) according to Galfrè et al., (2020). EISA was performed as described (Gaidatzis et al., 2015; La Manno et al., 2018) on available datasets (Chui et al., 2020). RNA immunoprecipitation, small RNA-seq, and miR-CATCH were carried out as described (Marranci et al., 2019; Pandolfini et al., 2016), with minor modifications.

miRNA-mRNA *in silico* affinity was predicted as described (Enright et al., 2003), using score >120, energy < −18 kcal/mol as thresholds. 3′UTR sequences were obtained from Ensembl resources (Hunt et al., 2018), using Cran Biomart package. miRNA sequences were obtained from miRBase database (v.22) (Kozomara et al., 2019). Detailed material and methods are described in supplemental information.

### Data and code availability

The accession numbers for the sequencing data reported in this paper are GEO: GSE172502 (small RNA-seq) and GEO: GSE172503 (RNA-seq).

## Author contributions

M.M., R.V., L. Poliseno, and F.C. designed the experiments. M.M. performed cell culture, molecular biology, imaging, and gene expression data computation. P.M. and I.A. planned and carried out IUE. S.G. and F.M. performed COTAN and EISA. M.P. and M.H.C. advised on computational methods of COTAN, EISA, and small RNA-seq analysis. K.D. performed hiPSC cultures. M.T. and L. Pandolfini. performed small RNA-seq. L. Pandolfini. carried out AGO RIP and RNA-seq. M.R. and A. Marranci carried out miR-CATCH. A. Mercatanti performed the computational analysis of captured miRNAs. R.V. and F.C. wrote the paper.

## Declaration of interests

The authors declare no competing interests.

## Supplemental information

Document S1. Supplemental experimental procedures, Figures S1–S7, and Table S1

Data S1. COTAN coex-values and p-values of selected genes

Data S2. EISA

Data S3. microRNA read counts

Data S4. Gene DE and GO enrichment of antagomiR-transfected cells

Data S5. Comparison of mRNA/miRNA in silico interaction predictors

Data S6. microRNA targeting analysis

Document S2. Article plus supplemental information

## Footnotes

Supplemental information can be found online at https://doi.org/10.1016/j.stemcr.2021.04.020.

How the deposited data were processed for this re-analysis (not part of the article)

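Small RNA-seq values of 25 libraries were used, 12 of the miRNAome experiment (progenitors and neurons at 5 times, cortex at E12 and P0) and 13 of the miR-CATCH experiment (3 inputs and 3 captures at DIV12, 3 inputs and 4 captures at DIV18). The libraries were made with the TruSeq Small RNA kit, and each miRNAome library is a pool of 3 experiments or animals. The labels of the deposited data name CASAVA 1.8, FastQC and cutadapt 1.2.1. For read counting, the aligner, the method, the miRBase version and the genome build are not given in the sources used here (the miRBase release the paper names is for target prediction), so whether reads shared by near-identical miRNAs were counted once is not known. For miR-CATCH the authors deposited raw counts of 1171 mature miRNAs, without normalization. For the miRNAomes the authors deposited a signal named RPM: the reads of each entry were divided by the column total before deposition. The design assumed RPM, but the unit is given as signal, because an unnamed last entry holds the column's total and makes up 50% of its sum. All values were whole reads within 0.01, and whole reads were recovered from the step of each column. A mature miRNA with several precursors has several entries, and these repeats make up 27.2% to 38.3% of the denominator. They were collapsed to their maximum. Another 3 per-sample columns, of no mapped sample, were not used, so no value is given for non-neuralized mESCs.

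Progenitor libraries were mapped by the stage in their labels, since all their titles give DIV10. In the miR-CATCH columns, the labels do not tell which column is which sample within a time, fraction and probe set. A count of 0 was bounded by 3 counts at 95% confidence, and gives 0.622 to 2.15 RPM in miRNAomes, 2.9 to 276.1 CPM in inputs and 212.5 to 2441 CPM in captures. Folds against a group without reads compare counts summed over each group, with 3 counts for the group without reads.

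Computations used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Python 3.11.15 with matplotlib 3.10.9. In edgeR, glmQLFit and glmQLFTest were run on 13 libraries with 4 groups after filterByExpr, with totals as library sizes. Contrasts were capture against input at each time, the difference of these, and DIV18 against DIV12 inputs; odd against even probes was tested on the captures alone with DIV as a term. In limma, lmFit and eBayes with a trend were run on log2 (RPM + 1) for miRNAs with a mean of at least 10 RPM, with DIV as a block for state, or state and a slope per day for time. The threshold was a Benjamini-Hochberg adjusted p of 0.05. Progenitors of DIV16 and DIV12 were compared by log2 ratio, with counting intervals from the recovered reads, and both states together with limma, with state and DIV as factors. Components were tested with exact or 100000 random permutations. Loci and hairpins were taken from GENCODE vM21 and GRCm38.

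Lists of miRNAs were written from general knowledge before these results were computed, except those taken from the study. The paper and its Data S3, which holds the study's own comparison of captures and inputs, were already open. The choice of lists was thus not blind to the study's captured miRNAs or to the decreasing miRNAs of Fig. 5D. Lists were tested with camera (preset correlation 0.01, and estimated) and fry, or against 10000 random lists matched in 10 bins of abundance. The lists were let-7, miR-17~92 and paralogs, miR-379~410, other Dlk1-Dio3 miRNAs, the miR-302, miR-290 and miR-183 clusters, Hox miRNAs, neuronal maturation, neural miR-9, miR-125 and miR-99/100, epithelia, mesenchyme, glia, choroid plexus, endoderm, blood cells, the miR-25/92, miR-181, miR-27, miR-30, miR-99/100, miR-125 and miR-26 seed families, and the miRNAs of Fig. 5D and of each time of miR-CATCH in the study. Named miRNAs are those the paper names and, per test, up to 10 per direction, ranked by the size of the change. Groups may overlap under this rule. For example, miR-5112, miR-205-5p, miR-5106, miR-714 and miR-6236 each lack reads in a DIV12 capture. Those named outside this rule, chosen after their values were seen, are the examples of lists and of the most abundant miRNAs.

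Alternatives were TMM, DESeq2, no filter, an adjusted p of 0.1, each library or time left out, subsets of captures by probe set or by number series, only the libraries of a comparison, input numbers as a block, the capture series as a term, pseudocounts of 0.5 and 5, a filter of 50 RPM, summed entries, median centring, edgeR on whole reads, log2 of DIV, each state alone, and scaled components. The tests were tested on simulated data: with known changes, the DIV12 capture contrast recovered 1 of 10 miRNAs changed 2-fold, 2 of 10 changed 4-fold and 8 of 10 changed 16-fold with 2 false calls among 115, and the state contrast recovered 72 of 100 changed 2-fold and 100 of 100 changed 4-fold with 5 false calls among 279.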

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

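The tests of RNA of other tissues and of chance reads were chosen only after the result was seen, and the test of hairpin matches before.

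Captures held miRNAs that inputs nearly lack. A set of 8 miRNAs (miR-10a-5p, miR-10b-5p, miR-184-3p, miR-205-5p, miR-5108, miR-5119, miR-6236 and miR-714) was higher in captures at both times with a mean under 10 CPM in inputs, a signal that the paper does not report. miR-5119 alone had 45610 CPM in DIV12 captures, and the set made up 0.79% to 3.03% of the counts of the lower-numbered captures, 12.58% to 26.48% of those of the higher-numbered captures and at most 0.01% of those of inputs.

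Chance reads are argued against, since each member takes a larger share of capture reads than of input reads beyond counting error (exact binomial test on summed reads, largest p = 2.4e-32 when adjusted over all 1171 miRNAs from which the members were picked). RNA of other tissues may contribute: miR-10a-5p, miR-10b-5p and miR-205-5p, of Hox clusters and epithelia, are in the set, although both Hox miRNAs also rose in the cultures, and the lowest adjusted p that a list reaches at both times is 0.0689 (camera, Hox miRNAs), from lists with only 2 tested members each. Of blood miRNAs, miR-451a has no read in captures and miR-142a-5p 1, and none is abundant enough to be tested, although miR-486a-5p, abundant in red blood cells but not in the list, is higher in captures (6.10 at DIV12, adjusted p = 8.45e-06, and 4.99 at DIV18 from edgeR). Reads of other RNAs that match miRNA hairpins may also contribute, and 1 of 7 searched members (14.3%) and 14 of 145 other miRNAs (9.7%) share 20 bases with another gene (Fisher exact p = 0.52), although 4 of these others, miR-466i-5p, miR-3470b, miR-3470a and miR-1195, share them with the most genes (736 to 2243) and are themselves higher in captures at both times (6.45 to 7.33 at DIV12 in edgeR). With so few members these 2 explanations cannot be told apart from each other or from binding to Satb2 mRNA, for which the design has no capture without probes or with probes for another mRNA.

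In the DIV18 captures (n = 4), a single library lay far from the others for 7 miRNAs of 36 groups tested. Chance gives about 1 in 20 for continuous values, but not for 5 of these 7, which have reads in 1 capture alone and so always pass. The 7 are miR-5106 (1627.3 CPM), miR-652-3p (1314.1 CPM), miR-344-3p (283.29 CPM), miR-7b-5p, miR-379-5p and miR-127-5p (each 205.17 CPM) and miR-337-5p (70.822 CPM), each value from 1 to 4 reads.

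The capture enrichment of miR-6538 was higher at DIV12 than at DIV18 by 5.42 log2 units (adjusted p = 0.00774 from edgeR). Captures of both times held similar levels of it (7972 and 6963 CPM), while inputs had 7.61 CPM at DIV12 (13 reads) and 409 CPM at DIV18, higher by 5.24 (adjusted p = 0.00122 from edgeR). The difference of enrichments is not called without DIV12 input 3 (4.71), without a filter (5.42), with odd (5.90) or even probes alone (5.08), with the higher-numbered captures alone (5.86), or without libraries under 2000 counts (5.28, chosen after the result was seen), over an adjusted p of 6.21e-07 to 0.238 in all settings. The let-7 family also had a higher enrichment at DIV12 (median difference 1.29, camera adjusted p = 0.000904; adjusted p = 0.691 with an estimated correlation), with no member past the test in edgeR over all miRNAs and 1 with TMM, 1 with DESeq2 and 1 when adjusted over the list alone. Inputs held more let-7 at DIV18 than at DIV12 (median log2 fold change 2.45). let-7a-5p had 7277 CPM in DIV12 captures and 17950 CPM in DIV18 captures, against 1271 and 5547 CPM in inputs. For let-7b-5p these were 1839 and 2222 CPM in captures, against 182.4 and 5677 CPM in inputs. For these 2 miRNAs, a higher enrichment at DIV12 thus does not mean a higher level in DIV12 captures.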

How the results depend on the processing

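Alternatives were planned before these results were computed, but with the paper and its Data S3, which holds a copy of these values, already open. Exceptions were totals over miRNAs of at least 10 CPM in inputs, leaving out libraries under 2000 counts and RPM over the total of collapsed entries. The series as a term among captures and DIV16 against DIV12 over both states were exceptions too. All of these exceptions were chosen only after the result was seen. Over 31 results of comparisons and 387 values, 313 stayed near the value of the main setting, 69 moved and 5 reversed. Counts of miRNAs, which are among these results, have no side of a threshold. For named miRNAs there were 144 results and 2596 values. Of these values, 2278 kept direction and side of the threshold, 204 were weaker, 16 stronger, 65 moved and 33 reversed. Except where stated, the cause was not tested.

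Scaling. DESeq2 gave 26 higher and 69 lower at DIV12, 30 and 77 at DIV18, 3 for the difference of enrichments, and 13 higher at DIV18 and 6 at DIV12 in inputs; it reversed miR-541-5p (-0.62 at DIV12, -1.05 at DIV18), miR-191-5p at DIV12 (-0.47) and let-7a-5p at DIV18 (-0.02). TMM gave 29 higher at DIV12, 28 higher and 71 lower at DIV18, 2 for the difference and 10 higher at DIV18 in inputs, with miR-541-5p at -0.68 at DIV18. Median centring gave 130 miRNAs higher in progenitors, 135 rising and 108 falling, a time slope of 0.001 for miR-3099-3p, and for DIV16 against DIV12 -1.13 for miR-541-5p, 0.20 for miR-92a-3p, 0.35 for miR-298-5p, 0.49 for miR-5099, 0.27 for miR-320-3p, 0.43 for miR-3099-3p, 0.35 for miR-423-5p and 0.60 for miR-27b-3p. RPM over the total of collapsed entries gave -1.73 for miR-541-5p and 0 for miR-27b-3p. Totals over miRNAs of at least 10 CPM in inputs gave 0.07 for miR-3099-3p at DIV18. Scaling each miRNA in the components put P0 cortex above E12 cortex by 0.59 of the span of neurons (0.34 unscaled).

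Tests and filters. An adjusted p of 0.1 gave 9 miRNAs higher at DIV18 and 2 at DIV12 in inputs. No filter gave 95 higher at DIV18 and 0 for the difference. A mean of at least 50 RPM, with fewer miRNAs tested, gave 33 higher in progenitors and 52 rising. Ranking over miRNAs of at least 100 RPM put miR-541-5p at 28. State alone, without DIV, gave 25 higher and 93 lower in progenitors. With an estimated correlation, camera gave 0 lists for DIV12 (4 with the preset one), DIV18 (4), the difference (1), inputs (3), state (9) and time (7); fry gave 11 for DIV12, 12 for DIV18, 0 for the difference, 5 for state and 13 for time.

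Subsets of libraries, which leave fewer samples. Only the libraries of the comparison: 29 higher at DIV12, 25 lower at DIV18 and 1 higher at DIV12 in inputs. Odd probes: 28 higher and 5 lower at DIV12, 26 lower at DIV18, 0 for the difference, miR-6236 at -3.91 at DIV12 and miR-3099-3p at 0.17 at DIV18. Even probes: 21 lower at DIV12, 25 lower at DIV18 and 0 for the difference. Lower-numbered captures: miR-3099-3p at 0.67 at DIV18. Higher-numbered captures: 11 lower at DIV12 and 20 at DIV18, 0 for the difference, miR-541-5p at -0.91 at DIV18, miR-3099-3p at -12.37 at DIV12 and -9.31 for the difference, miR-5112 at -2.58 and miR-5106 at -2.19 at DIV12. Without libraries under 2000 counts: 10 lower at DIV12, miR-6236 at -3.91 at DIV12, miR-3099-3p at 0.67 and miR-146a-5p at -0.30 at DIV18, and -0.06 for the difference of miR-541-5p. Progenitors only: 22 rising and 75 falling. Neurons only: a slope of 0.012 for miR-92b-3p. Without DIV10: 105 falling. Without DIV26: a slope of 0.041 for miR-3099-3p. The mean of DIV16, 20 and 26 against that of DIV10 and 12: miR-541-5p -2, miR-5099 0.09, miR-320-3p 0.45, miR-3099-3p 0.23 and miR-27b-3p 0.06. DIV16 against DIV12 over progenitors and neurons: miR-541-5p -1.45 and miR-191-5p -0.15.

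Leaving out each library in turn (a lone sample is assumed to vary like the other groups) gave 31 (without DIV18 input 1) to 54 lower at DIV18; -0.77 to 0.77 for miR-3099-3p at DIV18; 0 (without DIV12 input 3) to 2 (without DIV12 input 1) for the difference; in inputs 0 (without DIV12 input 3) to 7 (without the lower-numbered odd-probe DIV18 capture) higher at DIV18, 0 to 1 higher at DIV12, and -1.68 to 0.05 for miR-92b-3p.

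The inputs of both times share replicate numbers. Among inputs alone, 1 miRNA was higher at DIV18 with these as a replicate block and 4 without it (3 with captures in the fit), but inputs of the same number do not pair in profile (r of -0.29, -0.11 and 0.50 for their deviations from the mean of their time). For captures, the series as a term, at the mean of both series, gave 42 higher and 42 lower at DIV12, 44 and 52 at DIV18, 1 for the difference (miR-6538) and 0 for odd against even probes; it ended the calls of miR-181b-5p (1.45) and miR-3099-3p (0.45) at DIV12 and of miR-146a-5p at DIV18 (3.21), and called miR-27b-3p at DIV12 (1.99). In simulated data, a change of 4-fold was recovered in 2 of 10 miRNAs at DIV12 and 5 of 10 at DIV18; the parts of low counts, number of libraries and spread in this were not separated.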

Differences from the paper's values

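The paper gives 12 miRNAs enriched in captures at DIV12, and 48 were higher here. The thresholds differ, since the paper uses a noiseqbio probability and the value here is at an adjusted p of 0.05. Among the alternatives planned before these results were computed, none comes within 1.5 times the paper's value. TMM gives 29, DESeq2 26, no filter 64, an adjusted p of 0.1 51 and even probes 35. The lower-numbered captures give 45, only the libraries of the comparison 29, and leaving out each library 36 to 53. Settings that leave 1 DIV12 capture are not listed. The study's table lists 71 miRNAs at DIV12 and 97 at DIV18, with input means from 1460 and 771.6 CPM. Within these, 9 miRNAs are called higher here at DIV12 against the study's 12, and 12 against 12 at DIV18, so the count at DIV12 comes within 1.5 times the paper's when restricted to the listed miRNAs. This restriction was chosen after seeing the values, and 3 of the study's calls at DIV12 (miR-541, miR-27b and miR-181a) are still not made.

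The paper calls miR-541 enriched at DIV12. Here its log2 fold change has the value of the study's table, 1.08, but an adjusted p of 0.237 (edgeR), and no setting that was run calls it higher (adjusted p of 0.164 to 0.996). The paper also calls miR-27b and miR-181a at DIV12. Here miR-27b-3p has an adjusted p of 0.0521 (edgeR). It is called at an adjusted p of 0.1, with only the libraries of the comparison (0.0233), with the higher-numbered captures (0.0167), with the series as a term among captures (0.0147, chosen after the result was seen), and without the odd-probe capture (0.0471) or the lower-numbered even-probe capture of DIV12 (0.0357), the odd-probe captures of DIV18 (0.0423 and 0.0433), the higher-numbered even-probe capture of DIV18 (0.034) or DIV18 input 2 (0.0388). It is also called with totals over miRNAs of at least 10 CPM in inputs (0.0459), a setting chosen after seeing the values that drops none of the 9 shared calls. Its range over settings is 0.0147 to 0.798, and without the higher-numbered DIV12 capture its log2 fold change is 0.63. miR-181a-5p is called at DIV12 without DIV12 input 1 (3.00, adjusted p = 0.0215), with a range of 0.0215 to 0.849 over settings.

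The paper states that, of the captured miRNAs, only miR-92a/b and miR-541 decrease robustly in progenitors between DIV12 and DIV16. Here the log2 ratio of miR-434-3p (-0.78) is below that of miR-92a-3p (-0.50), and 10 of the 12 are lower at DIV16. These depend on the scaling: with median centring miR-434-3p is at -0.07, miR-92a-3p is higher at DIV16 (0.20), and 3 of the 12 are lower. The legend of Fig. 5D describes the decreases as monotonic. Of the miRNAs shown, miR-341-3p, miR-380-3p and miR-323-3p fall at every step, and 45 miRNAs of 461 do. The paper places time and cell state on PC3. Here time lies on PC2 of progenitors with cortex (29.5%) and of neurons with cortex (27.3%) and on PC1 of both states (48.9%). In both combinations with cortex, PC3 parts E12 from P0 cortex in the reverse of their order on PC2. State lies mostly on PC2 of both states (30.2%), and PC1 parts the states at each time too. The paper's components also hold non-neuralized mESCs in some combinations.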

Other observations

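The tests of miR-541-5p, of the inputs against the pooled libraries and of the shared seed, and the setting used to test a few miRNAs taking most counts, were chosen only after the result was seen; the regroupings of libraries were set before.

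Epithelial miRNAs rose with time in culture in 5 of 6 cases (median slope 0.119, camera adjusted p = 0.0046; adjusted p = 0.58 with an estimated correlation) and were lower in progenitors in 5 of 6 (-1.37, adjusted p = 0.091), as were 5 of 7 miRNAs of mesenchyme, muscle and endothelium (-1.85, adjusted p = 0.041; adjusted p = 0.7 with an estimated correlation). The miR-290 and miR-302 clusters were higher in progenitors as lists (medians of 1.2 and 0.97, adjusted p of 0.013 and 0.022; adjusted p = 0.7 with an estimated correlation for both), with 1 member each past the test, but 7 of 9 and 6 of 7 with median centring. Other Dlk1-Dio3 miRNAs were lower in progenitors in 12 of 23 cases (-0.93, adjusted p = 0.024; adjusted p = 0.81 with an estimated correlation) and fell with time in 14 of 23 (-0.074 per day, adjusted p = 0.0089; adjusted p = 0.58 with an estimated correlation). Choroid plexus (2 of 5 higher in progenitors, 4 of 5 with median centring, 3 higher and 1 lower when adjusted over the list alone), endoderm (2 of 3 lower) and glia (1 of 9 higher, 2 lower, turned to 2 and 1 with median centring) gave no list past camera. Median centring turns none of the medians given here.

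In whole-culture inputs, let-7 miRNAs were higher at DIV18 (2 of 9 past the test, 8 when adjusted over the list alone; median 2.45, camera adjusted p = 8.35e-10; adjusted p = 0.0613 with an estimated correlation), let-7b-5p by 4.83 (adjusted p = 0.00265 from edgeR), and the miR-379~410 cluster was lower (median -0.98, camera adjusted p = 0.00451; adjusted p = 0.55 with an estimated correlation) with no member past edgeR's test (3 with DESeq2). In captures, the seed family of miR-181 had 2 of 4 members higher at DIV12 and 3 of 4 at DIV18 (none and 1 with TMM, none and 2 with DESeq2, which calls 1 lower at each time), and miR-182-5p was higher at both times (3.95 and 5.47, adjusted p = 0.00335 and 0.000193 from edgeR), while none of the 4 miR-30 members was past the test in either direction (TMM calls 3 lower at DIV18 and DESeq2 3 at each time). The 12 miRNAs the study calls at DIV18 were all higher at that time (camera adjusted p = 0.0114; adjusted p = 0.313 with an estimated correlation), a list chosen on these samples and so not independent evidence; TMM calls 2 and DESeq2 4 of them. miR-7a-5p makes up 165400 CPM of DIV12 inputs but 222 RPM of progenitor and 1107 RPM of neuron pools at DIV12.

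miR-541-5p stood further above input at DIV12 than at DIV18, by 0.45 log2 units (adjusted p = 0.941 from edgeR). With each library left out in turn, the difference ran from 0.04 (without DIV18 input 1) to 0.91 (without the lower-numbered even-probe DIV18 capture). Counting error alone is argued against, since the difference of the log2 ratios of means (0.49) is 3.95 times its standard error from counting (0.12), but variation between libraries is not, with a standard error of 1.04 in edgeR. Within the lower-numbered series the enrichments at the 2 times differ by 0.01, so a difference between the series is a candidate explanation. Within the higher-numbered series they differ by 1.32, from 1 capture against 2, and there a change with time in culture cannot be told apart from variation between single captures.

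The 12 miRNAs that the study calls captured at DIV12 stood above input, and no technical explanation tested is excluded. DIV12 captures exceed the higher of the progenitor and neuron pools for 10 of the 12, with a median log2 ratio of 1.32, against 62 of 142 other tested miRNAs (median -0.40), and inputs lie below these pools for 8 of the 12 (median -1.47). Because the 12 were chosen on these captures, their height there cannot be told apart from that choice, and inputs that differ from other small RNA libraries stay open as part of the cause. Totals over miRNAs of at least 10 CPM in inputs leave the median enrichment at 2.58 (2.51 with all counts), but such totals take more counts from captures than from inputs and can only raise it, so this test says nothing about a few miRNAs that take most capture counts. Binding to Satb2 stays open without a control capture.

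A hypothesis of this re-analysis is that miR-92b-3p may be captured through more than the seed it shares with miR-92a-3p and miR-25-3p. miR-92b-3p exceeded miR-25-3p in log2 enrichment by 4.19 (standard error 1.18) at DIV12 and 3.38 (standard error 1.15) at DIV18. Without the inputs, the excess was 1.99 and 2.84 in DIV12 captures over the progenitor and the neuron pool (1 library each). Such a difference would speak against the seed alone only if enrichment measures binding to Satb2 mRNA. Without a control capture that is not known, so binding through the seed alone stays open. For miR-92a-3p the differences were 2.49 (standard error 1.05) and 2.01 (standard error 1.02), and the latter does not exceed 2 standard errors (0.89 and 1.44 over the pools), which leaves the seed alone open. miR-25-3p itself is past the test at DIV18 when adjusted over the seed family alone (3 of 3 members higher).

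Regrouping the libraries for DIV18 captures against inputs (96 calls) gave 1 of 35 splits as large, the real one (highest other 34). This is the smallest share that 35 splits allow and is not adjusted over the comparisons regrouped, so it does not by itself exclude chance. For progenitors against neurons (200 calls), 1 of 100 splits drawn is as large (highest other 72), but libraries pair by time, and the 16 splits that part all 5 pairs, as the real one does, are too few for a share under 0.05 (highest of the 13 others drawn, 0). For DIV12 captures (84 calls, highest other 0) and inputs over time (3 calls, highest other 1), 10 splits are too few for a share under 0.05. For the difference of enrichments (1 call), all 35 splits are as large, so chance is not excluded. For odd against even probes (0 calls in edgeR, TMM, DESeq2 and with the series as a term; 0 at an unadjusted p of 0.05, or 1 of 42 with the series), all 34 splits reach 0 by construction, which says nothing about chance. In both, the split by number series gives the most calls (18 and 24), which points to a structure of the captures by series.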
